# FGF-2 signaling in nasopharyngeal carcinoma modulates pericyte-macrophage crosstalk and metastasis

**DOI:** 10.1172/jci.insight.157874

**Published:** 2022-05-23

**Authors:** Yujie Wang, Qi Sun, Ying Ye, Xiaoting Sun, Sisi Xie, Yuhang Zhan, Jian Song, Xiaoqin Fan, Bin Zhang, Ming Yang, Lei Lv, Kayoko Hosaka, Yunlong Yang, Guohui Nie

**Keywords:** Immunology, Oncology, Cancer, Macrophages, Pericytes

## Abstract

Molecular signaling in the tumor microenvironment (TME) is complex, and crosstalk among various cell compartments in supporting metastasis remains poorly understood. In particular, the role of vascular pericytes, a critical cellular component in the TME, in cancer invasion and metastasis warrants further investigation. Here, we report that an elevation of FGF-2 signaling in samples from patients with nasopharyngeal carcinoma (NPC) and xenograft mouse models promoted NPC metastasis. Mechanistically, tumor cell–derived FGF-2 strongly promoted pericyte proliferation and pericyte-specific expression of an orphan chemokine (C-X-C motif) ligand 14 (CXCL14) via FGFR1/AHR signaling. Gain- and loss-of-function experiments validated that pericyte-derived CXCL14 promoted macrophage recruitment and polarization toward an M2-like phenotype. Genetic knockdown of *FGF2* or genetic depletion of tumoral pericytes blocked CXCL14 expression and tumor-associated macrophage (TAM) infiltration. Pharmacological inhibition of TAMs by clodronate liposome treatment resulted in a reduction of FGF-2–induced pulmonary metastasis. Together, these findings shed light on the inflammatory role of tumoral pericytes in promoting TAM-mediated metastasis. We provide mechanistic insight into an FGF-2/FGFR1/pericyte/CXCL14/TAM stromal communication axis in NPC and propose an effective antimetastasis therapy concept by targeting a pericyte-derived inflammation for NPC or FGF-2^hi^ tumors.

## Introduction

Nasopharyngeal carcinoma (NPC) accounts for 73,000 deaths in 2018, and Southeast Asia exhibits the highest incidence (1, 2). Commonly contributing factors in NPC development include Epstein-Barr virus (EBV) infection, genetic susceptibility, and lifestyle (2). Clinically, radiotherapy and chemotherapy are recommended for early-stage NPC and nonmetastatic NPC patients (3). However, therapeutic options for metastatic NPC patients are limited. Metastatic NPC appears to be a heterogeneous group of tumors with a wide range of survival, and lung, liver, and bone are the most common sites of distant metastases (4). Targeted therapy is recognized as an effective approach to further prolong the survival of NPC patients. Nevertheless, several clinical trials show that targeting the vascular endothelial growth factor (VEGF) signaling by bevacizumab, or targeting the epidermal growth factor (EGF) signaling by cetuximab, did not show clinical benefits in NPC patients, compared with conventional chemoradiotherapy (5–7). Hence, novel molecular-targeted therapies for NPC are urgently warranted. The mechanistic study of NPC metastasis is the foundation of developing novel targeted therapies. Currently, NPC metastasis studies are mostly limited to cancer cells, per se (8). The crosstalk among various cell compartments in the NPC microenvironment are largely overlooked.

Cancer metastasis involves sophisticated interactions between malignant and host cells (9–13). Cancer cells often produce signaling molecules to manipulate host cells to facilitate their invasion and metastasis. Many of these host cells comprise recruited inflammatory cells from circulation. Indeed, cancer tissues often contain an exceptionally high number of inflammatory cells, which significantly promotes cancer metastasis (14). Various inflammatory cytokines and chemokines are involved in recruitment, activation, and polarization of inflammatory cells in the malignancy (15). Interestingly, the recruitment of inflammatory cells is specific to tumor type. For example, pancreatic ductal adenocarcinoma specifically produces a high level of IL-33 explicitly to recruit tumor-associated macrophages (TAMs; ref. 16). However, in NPC, a tumor type containing an exceptionally high number of inflammatory cells (17), intensive research on malignant cell-inflammatory cell interactions has not been conducted.

The fibroblast growth factor–fibroblast growth factor receptor (FGF/FGFR) signaling affects the growth and differentiation of various cell types (18) and often becomes activated in the tumor microenvironment (TME; ref. 19). Of note, various studies have emphasized that the FGF/FGFR signaling triggers interaction between tumor and stromal cells (20). In the TME, FGF primarily targets cells originating from the mesoderm, such as stromal fibroblasts, pericytes, and vascular smooth muscle cells (20). Although it is well known that FGF modulates pericytes for angiogenesis and vascular remodeling (21), its role in orchestrating tumor inflammation is not well understood.

The orphan chemokine (C-X-C motif) ligand 14 (CXCL14) promotes migration of various inflammatory cells and is highly conserved in vertebrates (22). In the tumor, CXCL14 can be expressed by inflammatory cells, fibroblasts, and endothelial cells, and it stimulates its biological activities on endothelial cells, NK cells, neutrophils, DCs, and macrophages (23). In TME, the molecular mechanisms regulating CXCL14 expression are far from clear, and the functional role of tumoral CXCL14 is rather contradictive (24). CXCL14 can regulate calcium influx, NF-κB activity, AP-1 activation, and NOS1 expression as its intracellular molecular targets (23). However, its receptor is poorly defined. A recent study suggested that ACKR2, an atypical G-protein–coupled receptor, mediates CXCL14 function in the epithelial-to-mesenchymal transition (24). The role of CXCL14 in regulating tumor metastasis is not elucidated, and further investigation is warranted in the expanding field of chemokine research in TME.

In this work, we took a cross-platform approach to identify that FGF-2 is highly expressed in clinical NPC samples, and we developed various mouse models to study the molecular mechanisms underlying FGF-2–promoted tumor metastasis. NPC cell–derived FGF-2 strongly promotes vascular-associated pericytes proliferation and expression of CXCL14, which mediates the recruitment and polarization of TAMs and TAM-dependent metastasis. Genetic and pharmacological targeting the FGF-2/FGFR1 signaling or depletion of pericytes obliterates tumoral CXCL14 expression in FGF-2–expressing tumor–bearing mice. TAM depletion significantly reduced FGF-2–mediated NPC metastasis. Thus, targeting the FGF-2/FGFR1/pericyte/CXCL14/TAMs axis provides a potentially novel and rational approach for treating NPC and other FGF-2–expressing tumors. These findings demonstrate a causal link between FGF-2 and CXCL14 for the first time to our knowledge and propose a concept that targeting pericyte-mediated inflammation may serve as an antimetastasis therapy.

## Results

### FGF-2 expression and TAMs infiltration in human NPC tissues.

In the TME, various signaling molecules orchestrate cancer metastasis via autocrine, paracrine, and endocrine mechanisms (14). To investigate the molecular mechanism of NPC metastasis, we applied a gene expression profiling analysis associated with metastasis-related growth factors to screen NPC and various other cancer types. Twenty-three metastasis-related growth factors were selected for the screening. Tissue RNA expression data sets of major cancer types including colon adenocarcinoma (COAD), breast invasive carcinoma (BRCA), lung adenocarcinoma (LUAD), ovarian cancer (OV), stomach adenocarcinoma (STAD), skin cutaneous melanoma (SKCM), pancreatic adenocarcinoma (PAAD), liver hepatocellular carcinoma (LIHC), and kidney renal clear cell carcinoma (KIRC) and their corresponding controls were downloaded from The Cancer Genome Atlas (TCGA). Tissue RNA expression data sets of NPC and its corresponding control with accession no. GSE12452 were downloaded from the Gene Expression Omnibus (GEO). We compared a panel of selected genes among these expression profiles in each tumor type with its respective adjacent control tissues. Interestingly, *VEGFB* in NPC showed similar expression levels among various cancers. *VEGFC* and *TNFB* were expressed at low levels in NPC but high levels in most of the non-NPC cancer types. Surprisingly, *FGF2*, a potent mitogenic factor of the FGF family, was exclusively highly expressed in NPC (Figure 1A). TCGA analysis further confirmed the lower *FGF2* expression in non-NPC cancer tissues (Figure 1B and Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.157874DS1). Next, we applied the correlation study of *FGF2* expression in various clinical stages of NPCs compared with normal nasopharyngeal tissue (NNT) using the GSE12452 data set containing 31 NPC tissue specimens and 10 healthy NNT specimens. It demonstrated the higher expression of *FGF2* in all stages of NPCs (Figure 1C). No expression difference among various NPC stages was observed (Figure 1C).

To further identify the cell type origin of FGF-2 in NPC tissues, we collected 3 NNTs, 10 rhinitis tissues, and 6 NPC tissues from patients receiving a nasopharyngoscopy test. The demographic information of these patients was shown (Supplemental Table 1). Histological analysis showed significantly high FGF-2 expression in NPC tissues compared with non-NPC tissues. Quantification analysis under the supervision of an experienced pathologist showed over a 7-fold increase of FGF-2^+^ signals in NPCs relative to NNTs or to rhinitis tissues (Figure 1D). Moreover, the major cellular component expressing FGF-2 in the NPC microenvironment was epithelial cells, indicating that FGF-2 originated from NPC cancer cells (Figure 1D). To further validate the source of FGF-2 production in the TME, we applied a negative selection strategy to isolate NPC cancer cells without knowing cancer cell surface marker expression. Cancer cells were isolated from 3 fresh NPC tissues using a magnetic-activated cell sorting (MACS) kit. As expected, cancer cells showed significantly high FGF-2 expressions (Figure 1E). These results demonstrate the distinct FGF-2 expression in NPC cancer cells.

To investigate potential structural changes induced by FGF-2 signaling, various cellular components were analyzed by staining with fibroblast-specific protein 1^+^ (FSP1^+^), CD163^+^ signals, CD31^+^, and neuron-glial antigen 2^+^ (NG2^+^) signals. Interestingly, fibroblasts were not abundant cellular components in NPC tumor tissues (Figure 1F). In contrast, macrophage infiltration into NPC tumor tissues was highly increased. Quantification analysis showed that over a 4-fold increase of CD163^+^ signals was found in NPCs relative to NNTs (Figure 1F). A higher number of vessels was observed in NPCs, and the pericyte coverage of these vessels is similar to that in NNTs (Figure 1F). These data demonstrate a significant increase of TAM infiltration in NPC tissues. To further validate that these findings are specific to NPC tissue, we collected 5 rhinitis fresh tissues and 6 NPC fresh tissues. Indeed, *FGF2* and *CD163* were significantly expressed in NPC tissues compared with rhinitis tissues. There was no change of *FSP1* expression between these 2 groups (Figure 1G). In GSE12452, analysis revealed an impeccable correlation between *FGF2* and *CD163* expression, suggesting an FGF-2–induced inflammation (Figure 1H). These data show that NPC-derived FGF-2 correlates with TAMs infiltration in the TME.

### FGF-2 promotes NPC metastasis.

We then tested FGF-2 protein levels in various human tumor cell lines. Compared with melanoma, breast cancer, hepatocellular carcinoma, squamous cell carcinoma, and lung cancer cell lines, NPC cell lines SUNE-1 and 5-8F showed dramatically high levels of FGF-2 (Figure 2A), validating the results from clinical NPC samples and the database analysis. To investigate the role of FGF-2 in promoting tumor growth, recruiting TAMs, and metastasis in NPC tumors, we next chose natural FGF-2 high-expressing human NPC 5-8F cells and performed *FGF2*-specific short hairpin RNA–knockdown (shRNA-knockdown) experiments. As expected, stable transfection of *FGF2*-specific shRNA effectively suppressed FGF-2 production (Supplemental Figure 2, A and B). Knockdown of *FGF2* reduced tumor cell growth rates without affecting migration ability compared with the scrambled shRNA–transfected control tumor cells (Supplemental Figure 2, C and D, and Figure 2, B and C). Interestingly, *FGF2* shRNA–transfected 5-8F tumors in mice lacked TAM infiltration and reduced vascular-associated pericytes compared with the control tumors (Figure 2D). In addition, *FGF2* knockdown markedly suppressed circulating tumor cells (CTCs), tumor clones in blood culture, and pulmonary metastasis (Figure 2, E and F, and Supplemental Figure 2, E and F). Pulmonary metastases were validated and quantified using gross examination, ex vivo visualization, and H&E analysis (Figure 2F and Supplemental Figure 2F). To further validate our results, we performed a gain-of-function model in which mouse T241 tumors were genetically propagated to stably express human FGF-2. Transfected cells expressed high levels of FGF-2 in both mRNA and protein levels (Supplemental Figure 2, G and H). FGF-2 overexpression facilitated tumor cell growth without changing migration ability (Supplemental Figure 2, I and J, and Figure 2, G and H). Of note, FGF-2–expressing tumors contained a high density of F4/80^+^ TAMs, microvessels, and vascular-associated pericytes (Figure 2I). Interestingly, FGF-2–expressing tumor–bearing mice showed markedly higher CTCs, tumor clones in blood culture, and pulmonary metastasis, compared with that in vector-transfected controls (Figure 2, J and K, and Supplemental Figure 2, K and L). Using gain- and loss-of-function models, we provide compelling evidence that FGF-2 contributes to promoting angiogenesis, TAMs infiltration, and tumor metastasis.

### FGF-2 drives macrophage migration via pericyte-secreted factors.

We next analyzed various cell types to identify FGFR expression. In both human and mouse cells, *FGFR1–3* were highly expressed in both fibroblasts and pericytes (Figure 3, A and B). Of note, FGF-2 stimulated the proliferation of pericytes and fibroblasts from both human and mouse origins (Supplemental Figure 3A). These results are in agreement with published literature (21). Only marginal expression levels were found in tumor cells, endothelial cells, and macrophages (Figure 3, A and B). These findings show that fibroblasts and pericytes in the tumor stroma — but not tumor cells, per se — express FGFRs. This is consistent with the fact that FGF-2 knockdown in NPC cells did not affect their migratory capacity (Figure 2, B and C). Since fibroblasts and pericytes distinctively express receptors of FGF-2 in the TME, we hypothesized that FGF-2–promoted tumor metastasis requires assistance from fibroblasts or pericytes. To test that hypothesis, we treated various cells with FGF-2 and cocultured them with tumor cells. Surprisingly, in both human NPC cells and mouse tumor cells, coculture with FGF-2–stimulated fibroblasts or pericytes did not enhance the tumor migration rate in vitro (Figure 3, C and D), suggesting a more complex interaction among cell components. To investigate fibroblasts and pericytes highly expressing FGFR in the tumor metastasis process, we next examined the contribution of various cell types to tumor cell migration using a coculture system. We found that tumor cells cocultured with macrophages increased their migration by 2 fold, suggesting a macrophage-tumor cell interaction mechanism of metastasis (Figure 3, E and F). Given the fact that macrophages did not express FGFRs (Figure 3, A and B) and that FGF-2 stimulation did not alter macrophage migration (Supplemental Figure 3, B and C), we hypothesized that FGF-2 indirectly activates macrophages via fibroblasts or pericytes for tumor cell migration. We collected the conditioned medium of FGF-2–treated fibroblasts or pericytes, and we stimulated macrophages with these media. Surprisingly, significant morphological changes and a markedly increased migration rate of macrophages were observed only in the pericyte-conditioned medium group (Figure 3, G–I), suggesting that macrophages can be activated by pericyte-derived, but not fibroblast-derived, factors. Furthermore, precultured with this macrophage-activating medium, macrophages strongly drove tumor migration (Figure 3, J and K). These results suggest an FGF-2/pericyte/macrophage/tumor cell axis in tumor migration.

### FGF-2 induces pericyte-derived CXCL14 via FGFR1/AHR signaling.

To identify possible factors that mediate FGF-2–induced macrophage activation, we performed an inflammatory cytokine/chemokine profiling based on genome-wide expression microarray analysis in freshly isolated pericytes in vector- and FGF-2–overexpressing tumors. 

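The microarrays compare NG2+EGFP− cells sorted from T241 fibrosarcomas that overexpressed FGF-2 with those sorted from T241 vector tumors, with 3 biological samples and 3 arrays per group. The methods and the sample records describe cells isolated from tumors, whereas the legends of Figure 4, A, B and I, call them treated or stimulated pericytes, and the description in the methods is followed here. Where array values are given for pericytes, the word stands for these sorted cells, as in the paper. Each value is that of the sorted population as a whole. Macrophage genes such as Cd68 had high signals in both groups, so the population appears to hold macrophages too, in a share that is not known. Each sample was hybridized to 1 Affymetrix mouse gene array, and the values are log2 expression levels that the service laboratory had normalized between arrays by a method that the paper's text does not name. Array medians lay between 4.93 and 5.01, and the correlation between any 2 arrays lay between 0.983 and 0.994. The 23521 probe sets annotated with 1 gene symbol gave 22180 genes, each represented by its brightest probe set. The groups were compared gene by gene with limma's moderated test, two-sided, and p values were adjusted by the Benjamini-Hochberg method over the 22180 genes. Apart from such remarks on high or low signals, levels are compared between groups for the same gene only. The brightness of a probe set also depends on its sequence.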

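In the NG2+ cells sorted from FGF-2 tumors, 228 genes rose and 63 fell against those sorted from vector tumors. Matrix and mural cell genes stood among the largest rises, and an acute-phase gene among the largest falls. Lum, which encodes the collagen-binding proteoglycan lumican, rose by a log2 fold change of 3.52 (SE 0.31, adjusted p = 0.00199 from limma). Rgs5, a regulator of G protein signaling that marks pericytes, went from 7.94 ± 0.30 in vector tumors to 11.05 ± 0.33 in FGF-2 tumors (log2 level, mean ± SD, n = 3 per group). This is a log2 fold change of 3.11 (SE 0.19, adjusted p = 0.000426 from limma). Mme, a membrane metallopeptidase, rose by 2.74 on the log2 scale and Chil3, a chitinase-like protein of macrophages, by 2.53. The matrix proteoglycan gene Dcn rose by 2.41 and the apolipoprotein gene Apod by 2.39. Npl, an enzyme of sialic acid breakdown, rose by 2.27 and Rabggtb, a subunit of an enzyme that prenylates Rab proteins, by 2.25. The rise of 1 small nucleolar RNA gene known only by a sequence identifier was 3.25. Saa3, an acute-phase serum amyloid, fell from 8.41 ± 1.09 to 5.55 ± 0.26, a log2 fold change of -2.86 (SE 0.43, adjusted p = 0.0151 from limma). Adm, which encodes the vasoactive peptide adrenomedullin, changed by -2.15, the immunoglobulin gene Igkv9-120 by -1.82 and Fcrl5, an Fc receptor-like gene of B cells, by -1.77. The immunoglobulin gene Ighm changed by -1.75 on the brightest of its 7 probe sets, while their mean gave -0.38 and did not pass (adjusted p = 0.126). The other large falls were those of the caveolar gene Cavin2 (-1.79), Plet1 (-1.55), the leukocyte receptor gene Lilra5 (-1.50), the adhesion receptor gene Adgrg1 (-1.50) and Pdhx, a component of the pyruvate dehydrogenase complex (-1.48). In all 291 genes the 3 FGF-2 arrays lay on 1 side of the 3 vector arrays, as in 4700 or 21.2% of all genes, where chance gives 10%. The number of changed genes was 75 without FGF-2 tumor replicate 1, 100 without replicate 2 and 177 without replicate 3, and 181, 183 and 439 without vector tumor replicates 1, 2 and 3. Lum, Rgs5, Mme, Chil3, Rabggtb, Igkv9-120 and Plet1 passed whichever array was left out. Dcn, Apod, Npl and Adm did not pass without FGF-2 tumor replicate 1 or 2 (highest adjusted p values 0.116, 0.0865, 0.0710 and 0.0880). Neither did Dcn without vector tumor replicate 1, nor Saa3 and Fcrl5 without that array or any 1 of the FGF-2 arrays (0.0865 and 0.0999 at most). Cavin2, Lilra5, Adgrg1 and Pdhx did not pass without FGF-2 tumor replicate 1 (0.0960, 0.125, 0.153 and 0.0600 at most), and the first 3 of these also not without FGF-2 tumor replicate 2 or vector tumor replicate 1, nor Lilra5 and Adgrg1 without FGF-2 tumor replicate 3, nor Lilra5 without vector tumor replicate 2 or after a further quantile normalization (0.0544) or over genes above the median mean (0.0530). By the test of the methods section 2 genes passed after adjustment.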

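The eosinophil chemoattractant gene Ccl11 was higher in pericytes of FGF-2 tumors by more than any other of the 121 chemokine and cytokine genes measured, and the chemokine gene Cxcl14 came next. Ccl11 rose from 4.84 ± 0.15 in vector tumors to 7.23 ± 0.21 in FGF-2 tumors (log2 level, mean ± SD, n = 3 per group), a log2 fold change of 2.39 (SE 0.14, adjusted p = 0.000419 from limma, 2.29e-06 adjusted over the list alone). Cxcl14 was 5.87 ± 0.34 in vector tumors and 6.87 ± 0.44 in FGF-2 tumors, a log2 fold change of 1.00 (SE 0.23). Its adjusted p from limma was 0.0799 over all genes, and it passed when adjusted over the list alone, these 121 genes (adjusted p = 0.0341). For both genes every FGF-2 array lay above every vector array, which has an exact permutation p of 0.1, the smallest that 3 samples against 3 allow. The genes with the next largest positive differences were the interleukin gene Il18 with a log2 fold change of 0.78 and the TNF superfamily gene Tnfsf18 with 0.73, and neither passed over all genes (adjusted p = 0.137 and 0.107 from limma), while Tnfsf18 passed when adjusted over the list alone (0.0423). The levels of Tnfsf18 were low, 3.29 ± 0.36 in vector tumors and 4.02 ± 0.22 in FGF-2 tumors, and no background level comes with the values. In the same arrays the mean level of 42 pericyte and fibroblast marker genes was 5.84 to 6.03 in vector tumors and 6.54 to 6.83 in FGF-2 tumors. Adjusted over the list alone, Cxcl14 did not pass without vector tumor replicate 1 (0.0758) or 3 (0.0510) or without FGF-2 tumor replicate 1 (0.122) or 2 (0.0885). Over all genes it passed without FGF-2 tumor replicate 3 (adjusted p = 0.0456). It also passed over all genes with the replicate number as a block (0.0122), though the paper's text pairs no samples. Cxcl14 had rank 4 without vector tumor replicate 1 or FGF-2 tumor replicate 2, while Ccl11 had rank 1 and passed whichever array was left out, though not by the test of the methods section adjusted over all genes.

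**Figure D1:**
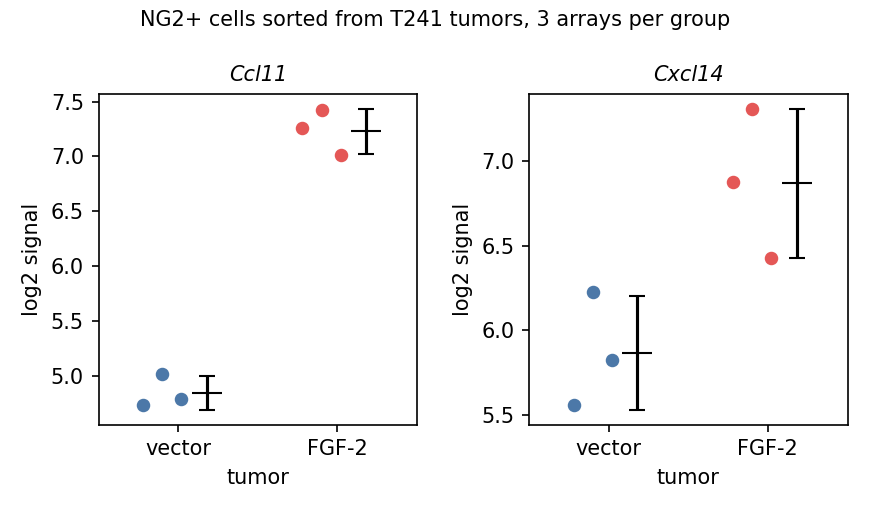
Log2 expression of Ccl11 and Cxcl14 on each of the 3 arrays of vector tumor pericytes and the 3 arrays of FGF-2 tumor pericytes, with the mean and SD of each group. The group means are 4.84 and 7.23 for Ccl11 and 5.87 and 6.87 for Cxcl14, and the arrays of the groups do not overlap for either gene.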

Interestingly, *Ccl11* and *Cxcl14* ranked as the top 2 upregulated genes (Figure 4, A and B). The FGF-2–induced *Ccl11* and *Cxcl14* expression was further validated (Figure 4, C and D). Of note, *Ccl11* was upregulated in both FGF-2–stimulated pericytes and fibroblasts, whereas *Cxcl14* was upregulated only in FGF-2–stimulated pericytes (Figure 4, C and D). In addition, the major receptor for CCL11, CCR3 (25), was barely expressed in macrophages but was highly expressed in basophils and eosinophils (Supplemental Figure 4A). These results suggest that CXCL14, rather than CCL11, may mediate the pericyte-specific activation of macrophages. To further validate the pericytes as the major sources of CXCL14 production in an in vivo model, we isolated host cells — including pericytes, TAMs, and endothelial cells — from the TME using NG2, F4/80, and CD31 markers (Supplemental Figure 4, B–D). We confirmed that the NG2^+^ cell population was the critical cell type to produce *Cxcl14* in FGF-2–high tumors (Figure 4E). In contrast, as a downstream executor of the pericyte-macrophage axis, F4/80^+^ macrophages did not contribute to FGF-2–induced *Cxcl14* expression (Figure 4E). Similarly, the NG2^–^ cell population, including tumor cells, produced negligible levels of *Cxcl14* in both FGF-2^+^ and FGF-2^–^ tumors (Figure 4E). These findings demonstrate that pericytes are the primary source of CXCL14 in the FGF-2–expressing TME.

Next, we investigated the engaged receptors and signaling pathway by which FGF-2 induces CXCL14 expression in tumoral pericytes. FGF-2–stimulated pericytes were treated with FGFR inhibitors, including FGFR1 selective inhibitor PD173074, FGFR2 selective inhibitor alofanib, FGFR4 selective inhibitor FGF401, and FGFR paninhibitor AZD4547. Interestingly, FGFR1 inhibitor completely blocked the *Cxcl14* production, while paninhibition of FGFRs did not produce a further inhibitory effect (Figure 4F), suggesting that FGFR1 is responsible for FGF-2–induced *Cxcl14* expression. Similar to published studies, FGF-2 strongly drove ERK phosphorylation but not AKT phosphorylation (Figure 4G). Inhibition of MEK or ERK1/2 by selective inhibitors U0126 or SCH772984 blocked FGF-2–induced *Cxcl14* expression in pericytes, while AKT inhibitor AZD5363 did not affect *Cxcl14* expression (Figure 4H). These results suggest that ERK is involved in FGF2-induced CXCL14 expression.

We further analyzed the potential transcription factors regulating *Cxcl14* using a prediction tool PROMO (26). 

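Ahr, the ligand-activated transcription factor that responds to aryl hydrocarbons, had a level of 7.51 ± 0.39 in pericytes of vector tumors and 8.39 ± 0.14 in pericytes of FGF-2 tumors (log2 level, mean ± SD, n = 3 per group). The log2 fold change was 0.88 (SE 0.18), with an adjusted p of 0.0583 from limma over all genes and 0.0318 adjusted over a list of transcription factors alone. That list holds 186 measured factors, of which 1 rose, 3 fell and 182 did not pass, and adjusted over the list alone 4 rose and 6 fell. Epas1, which encodes the hypoxia-inducible factor HIF-2α, rose by 1.27 (adjusted p = 0.0149 from limma), and Snai2, a regulator of mesenchymal transition, had a log2 fold change of 0.90 (adjusted p = 0.0745 from limma). These were the 2 factors of the list with a larger positive log2 fold change than Ahr. Pou2f2, a factor of B cells and macrophages, changed by -1.25, Fos, a subunit of AP-1, by -0.72, and the hematopoietic factor Runx1 by -0.62 (adjusted p = 0.0206, 0.0208 and 0.0314 from limma). Fos is also 1 of 21 tissue dissociation response genes, 20 of which had a lower mean in the FGF-2 arrays (median log2 fold change -0.41). The median log2 fold change of the list was -0.08 (adjusted p = 0.0333 from camera, 0.106 with an estimated correlation and 0.0543 with array quality weights), beside 0.44 for the markers of pericytes and fibroblasts in the same arrays. Every FGF-2 array lay above every vector array for Ahr (exact permutation p = 0.1, the smallest possible here). Ahr passed over all genes without vector tumor replicate 1 (adjusted p = 0.0186), with a trended and robust prior (0.0476) and with array quality weights (0.0361). It also passed with the replicate number as a block (0.0148), though the paper's text pairs no samples. Epas1 did not pass without vector tumor replicate 1 or FGF-2 tumor replicate 1 or 2 (highest adjusted p = 0.0916). Pou2f2 and Fos failed also without FGF-2 tumor replicate 3 (0.0985 and 0.0926 at most), and Runx1 passed only without vector tumor replicate 3 (0.140 at most).

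**Figure D2:**
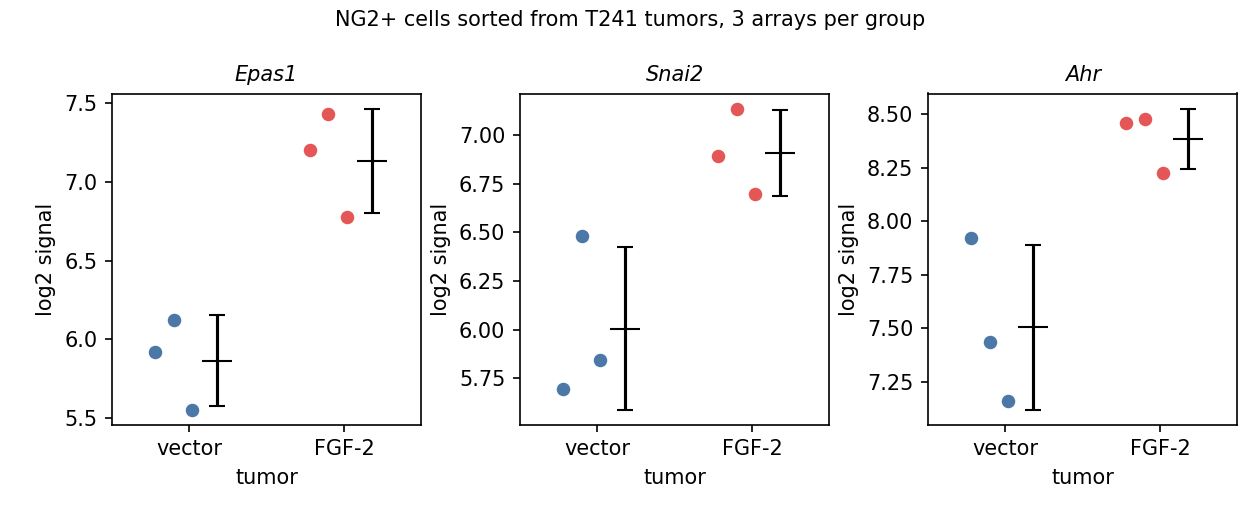
Log2 expression of Epas1, Snai2 and Ahr on each of the 3 arrays per group, with the mean and SD of each group. The mean of Ahr is 7.51 in vector tumor pericytes and 8.39 in FGF-2 tumor pericytes, and the arrays of the groups do not overlap for any of the 3 genes.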

Genome-wide microarray analysis of FGF-2–stimulated pericytes revealed that, in all the potential regulators of *Cxcl14*, *aryl hydrocarbon receptor* (*Ahr*) was the most upregulated transcription factor (Figure 4I). Indeed, FGF-2–stimulated pericytes, rather than fibroblasts, expressed a high level of *Ahr*, supporting that AHR confers pericyte-specific *Cxcl14* expression (Supplemental Figure 4E). The increased expression was further validated by quantitative PCR (qPCR) (Figure 4J). Knockdown of *Ahr* using siRNA significantly impaired FGF-2–induced *Cxcl14* expression (Figure 4J and Supplemental Figure 4F). To provide experimental evidence for validating how AHR physically interacts with the *Cxcl14* promoter, we analyzed the mouse *Cxcl14* promoter region and discovered a canonical AHR-binding site at –278 bp. ChIP assay using the *Cxcl14* promoter fragment containing the binding site and exon fragment demonstrated that AHR binds to the *Cxcl14* promoter (Figure 4K). These findings suggest an FGF-2/FGFR1/AHR/CXCL14 axis in pericytes (Figure 4L).

### CXCL14 promotes TAM infiltration and polarization.

To investigate the functional impact of CXCL14 on macrophages, we performed in vitro experiments on macrophage migration via wound healing assay and chemotaxis assay. As expected, CXCL14 significantly recruited macrophages and promoted migration (Figure 5, A and B). It is known that, in the TME, TAMs with M2 phenotype are associated with tumor growth and invasion (27). Although FGF-2 is correlated with TAM infiltration in NPCs (Figure 1, F–H), the phenotypic characteristics of TAMs have not been identified. We extracted an equal amount of scrambled control- and *FGF2* shRNA–transfected 5-8F tumor tissues and performed FACS analysis of various immune cells (Supplemental Figure 5A). The number of CD45^+^ cells was significantly decreased by two-thirds in sh*FGF2* NPC tumors (Figure 5C), validating the inflammatory effect of FGF-2 in the TME. Interestingly, the proportion of F4/80^+^ cells in the composition of the various types of immune cells did not change (Figure 5D), suggesting that the inflammatory effect of FGF-2 is not limited in macrophages. Notably, MHCII^+^ cells occupied a greater proportion in the *FGF2* shRNA–transfected 5-8F TME compared with that in the control group (Figure 5D), suggesting that FGF-2 affects DCs infiltration (Supplemental Figure 5B). Further FACS analysis showed a dramatic reduction of total TAMs (Figure 5E). Surprisingly, CD206^+^ M2-like TAMs, but not CD86^+^ M1-like TAMs, were reduced in the FGF-2 knockdown group (Figure 5F), supporting the role of FGF-2 on TAMs polarization toward M2 phenotype. To validate these FACS results, we isolated F4/80^+^ cells using MACS and then detected *CD206* and *CD86* RNA expression. Knockdown of FGF-2 in the TME dramatically reduced *CD206* expression in TAMs (Figure 5G). IHC staining showed a similar CD206 reduction in NPC xenograft tumor tissues (Figure 5H). These findings demonstrate that FGF-2 promotes TAMs recruitment and polarization toward the M2 phenotype.

We next analyzed the role of CXCL14 on macrophage polarization. Indeed, direct stimulation of macrophages with CXCL14 significantly increased *CD206* expression and decreased *CD86* expression, while FGF-2 did not alter the expression of these markers (Figure 5, I and J). In contrast, using the conditioned medium of FGF-2–stimulated pericytes, we could reproduce CXCL14-induced macrophage polarization (Figure 5, I and J). We further verified the polarization effect of CXCL14 at the protein level (Figure 5K). These results indicate that pericyte-derived CXCL14 is the mediator of FGF-2–induced macrophage recruitment and polarization.

### Selective depletion of pericytes prevents CXCL14 expression and TAM infiltration.

To study the inflammatory impact of pericytes on TAMs in vivo, we applied an NG2–thymidine kinase (NG2-TK) mouse model in which chondroitin sulfate proteoglycan 4 (*Cspg4*, *Ng2*) gene promoter controls the expression of herpes simplex 1 virus TK in BALB/c mice. This strain allows ganciclovir-inducible ablation of NG2^+^ pericytes (28). Due to the BALB/c background of this strain, we constructed another tumor cell model that is compatible with BALB/c background, mouse breast cancer 4T1, and stably transfected with human FGF-2 or empty vectors. This tumor cell line pair recapitulate the results from human 5-8F and mouse T241 pairs in vitro (Figure 6, A–C). Interestingly, similar to previous results, 4T1–FGF-2 tumors in WT mice show increased vasculatures with pericyte coverage compared with the 4T1-vector control group (Figure 6D). In NG2-TK mice, after ganciclovir treatment, tumoral pericytes were completely ablated (Figure 6D). Of note, vasculature density was significantly reduced without altering the vessel diameter (Figure 6D), probably due to the high interstitial pressure in the TME. To detect the CXCL14 production levels in tumors, we collected the total RNA of tumor tissue and performed qPCR analysis. *Cxcl14* was significantly expressed in FGF-2–expressing tumors and was down to an undetectable level after pericytes ablation (Figure 6E). These results provide compelling evidence that FGF-2 specifically promotes CXCL14 expression in NG2^+^ pericytes and that NG2^+^ pericytes are the critical source of CXCL14 in vivo.

We further investigated the role of pericyte and the role of CXCL14 in TAM infiltration. As expected, in vector tumors, TAMs were observed, and removal of pericytes further reduced them to trace amounts (Figure 6F). Compared with vector tumors, overexpression of FGF-2 significantly promoted TAMs infiltration, while depletion of pericytes completely blocked TAMs (Figure 6F). These results confirmed that pericytes in the FGF-2 TME are critical for TAM infiltration. To further investigate the role of CXCL14 on TAM infiltration in vivo, we injected CXCL14 protein intratumorally. Interestingly, CXCL14 administration significantly increased TAMs in pericyte-depleted FGF-2 tumors (Figure 6F). These CXCL14-recruited TAMs were further isolated and identified as CD206^+^ M2 phenotype (Figure 6, G and H). Given that pericytes have been shown to be the sole CXCL14 source in the FGF-2 TME (Figure 4E and Figure 6E), these results suggest that pericyte-derived CXCL14 promotes the recruitment and M2-polarization of TAMs in vivo.

Next, we explored metastatic activities in this pericyte depletion model. Interestingly, although ganciclovir ablated *Cxcl14* expression and TAM infiltration, tumor metastasis was increased (Supplemental Figure 6, A–C). One would reasonably speculate that decrease of TAM may reduce tumor metastasis. However, in addition to immune regulation, pericytes also play an important role in vascular coating. Various studies from other groups and our group have shown that pericyte ablation increases vascular leakage and, hence, tumor metastasis (29). These results suggest that a simple deletion of pericytes to treat tumor metastasis is not ideal. Instead, targeting the later steps of the FGF-2/pericyte/CXCL14/TAMs axis might be a better approach.

### TAM-dependent metastasis of high FGF-2 tumors.

We next investigated the impact of TAMs in promoting metastasis using a pharmacological approach. To define the causational relation between TAMs and NPC metastasis, NPC xenograft tumor-bearing mice were treated with clodronate liposomes to deplete TAMs. Expectedly, clodronate treatment ablated the total number of TAMs in 5-8F tumor tissues (Figure 7A). A significantly lower number of CD206^+^ TAMs was found in clodronate treated 5-8F tumor–bearing mice (Figure 7A). In *FGF2*-shRNA transfected group, clodronate further reduced the low level of macrophage infiltration (Figure 7A). Importantly, CTCs, tumor clones from blood culture, and pulmonary metastases were markedly inhibited in clodronate-treated 5-8F tumor–bearing mice (Figure 7, B and C, and Supplemental Figure 7, A and B), supporting TAM’s critical role in NPC pulmonary metastasis. To generalize these findings in FGF-2 expressing tumors, we treated FGF-2–overexpressing and control tumor–bearing mice with clodronate. Similarly, the control liposome did not significantly affect TAM infiltration, and the vector tumor group had a significantly lower number of TAMs in TME (Supplemental Figure 7C). FGF-2 tumor–bearing mice showed elevated CTC levels and increased tumor clones from blood culture, and approximately 80% of them developed pulmonary metastasis (Supplemental Figure 7, D–F, and Figure 7D). Vector tumor–bearing mice had lower levels of CTC and pulmonary metastasis (Supplemental Figure 7, D–F, and Figure 7D). The depletion of TAMs markedly decreased the metastasis rate of both vector and FGF-2 tumor–bearing mice (Supplemental Figure 7, D–F, and Figure 7D). These findings show that FGF-2–promoted pulmonary metastasis through a TAM-dependent mechanism.

## Discussion

Despite the increased need to understand the role of the TME in promoting tumor invasion and metastasis, key questions regarding how crosstalk between nontumor cell components contribute to tumor metastasis require further investigation. Particularly, vascular pericytes located between blood vessels and tumor cells may easily communicate with various cell types and become initiators of the metastatic cascade. The role of pericyte in the TME is diverse. As a major perivascular cell type in tumor microvessels, pericyte participates in angiogenesis and increases vessel maturation and stability, which support transportation of nutrients and oxygen for tumor growth. Additionally, pericyte coverage of microvessels impedes tumor cell intravasation. Recently, the inflammatory role of pericytes in the TME receives increasing attention. For example, pericyte-derived IL-33 promotes TAM infiltration (27). In malignant glioma, immature pericytes possess T cell inhibitory capability via expressing multiple immunosuppressive mediators (30). In primary CNS lymphoma, pericyte-derived CXCL9 and CXCL12 increase tumor-infiltrating lymphocytes, including CD8^+^ T cells (31). It seems that the inflammatory role of pericytes is context dependent. Moreover, pericytes may regulate the immune microenvironment through indirect mechanisms. For example, targeting pericytes induces leaky, dysfunctional microvessels, indirectly increasing hypoxia and resulting in myeloid-derived suppressor cell infiltration (32). Considering that pericytes’ phenotype varies with tumor types, and that pericyte closely communicates with other TME components, it is not difficult to understand that its inflammatory role is complex and somehow paradoxical. Indeed, although targeting pericytes has been proposed as a potential therapeutic option for treating solid tumors alone or together with antiangiogenic drugs (33–35), clinical trials blocking pericytes have failed to improve patients’ outcomes (36). We believe that in-depth studies of molecular mechanisms of pericyte-derived signaling molecules in the modulation of the TME will support us for understanding the complex role of tumoral pericytes and allow us to discover new therapeutic options.

In the current work, we have taken an unbiased approach to define pericyte-derived inflammatory signaling molecules upon FGF-2 challenge. We found that CXCL14 is highly upregulated and is a potent facilitator for TAM recruitment and polarization. Interestingly, although FGFRs are expressed at the same levels in both fibroblasts and pericytes, FGF-2–induced CXCL14 is exclusively expressed in pericytes, indicating that CXCL14 is one of the pericyte-specific inflammatory mediators. As a nonglutamic acid-leucine-arginine chemokine, CXCL14 has broad biological activities. It primarily contributes to the regulation of immune cell migration and also executes antimicrobial immunity. CXCL14 receptor remains an enigma, although recent research suggested that ACKR2 is required for CXCL14 signaling (24). It is reported that different CC or CXC chemokines can form heterodimers, and cross-family CC or CXC heterodimers have been reported (37, 38). That might explain the difficulties of CXCL14 receptor identification. Our work shows that CXCL14 promotes TAM recruitment and polarization, promoting tumor metastasis. These results are in line with clinical studies and the current knowledge of this chemokine (39). Notably, besides its inflammatory role, CXCL14 in the TME may directly stimulate malignant cells and contribute to EMT and tumor metastasis (24, 40). This role requires further validation in FGF-2–expressing tumors.

One of the striking findings is that, using a cross–data set approach, we identified NPC for expressing high levels of FGF-2. To our knowledge, this is the first time that NPC has been identified as a natural FGF-2–expressing human tumor type. The progress of molecular-targeted therapies in NPC significantly falls behind than that in other types of tumor, and several trials using bevacizumab or cetuximab in NPC treatment have failed to provide better clinical benefits than conventional therapies (5, 6). This work might provide mechanistic insights for the limited clinical outcomes of anti-VEGF and anti-EGFR treatments in NPC. It also offers potentially novel targets such as the FGF-2/CXCL14 axis for treating NPC. Of note, in addition to FGF-2 signaling, NPC may also affect pericytes through other angiogenic factors, such as angiopoietins. Whether these factors act together with FGF-2 on pericytes and metastasis has not been explored in depth and needs to be further investigated.

Moreover, NPCs are characterized by abundant infiltration of inflammatory cells, and several clinical trials have been conducted using immune checkpoint blockade therapies and show promising clinical activity (41, 42). Although the majority of immune cells in NPC are T lymphocytes, our results in NPC patient samples show that there is still a significant macrophage infiltration, which may be one of the major players for inducing metastasis. In other types of tumors, TAMs promote tumor progression by promoting genetic instability, nurturing cancer stem cells, supporting metastasis, and taming protective adaptive immunity; targeting TAMs by reducing or reprogramming them has shown promising activity in some clinical trials (43–45). However, in the NPC field, immunotherapy is mainly focused on T lymphocytes. Other types of immune cells, such as macrophages, have not been explored. Interestingly, a cohort of 108 NPC patients shows that the expression of macrophage inhibitory factor, a highly conserved cytokine that inhibits macrophage migration, can independently predict the survival of NPC patients (46), indicating that macrophages might be involved in NPC progression or metastasis. In our work, macrophage-depleting reagent clodronate liposomes significantly reduce NPC metastasis. Notably, due to the lack of spontaneous mouse NPC models or mouse NPC cell lines, we exploited other types of mouse tumor for FGF-2 overexpression experiments and genetically modified mouse model experiments. These experiments cannot fully recapitulate the characteristics of human NPC — rather, they illustrate the generalized mechanism of FGF-2 in various tumors. Although our present work is originated from and focused on NPC, we believe that these mechanistic principles may also apply to other solid cancers that express FGF-2. Our results suggest that targeting TAMs would be a potent antimetastasis therapy in NPC or other FGF-2–expressing tumors.

To our knowledge, this is the first study to investigate the role of pericytes in the field of NPC. Our work provides an example of malignant cell–orchestrated stromal cell–stromal cell interactions in facilitating cancer metastasis (Figure 8). NPC cell–derived FGF-2 educates the vascular-associated pericytes for producing CXCL14. Additionally, CXCL14-recruited/polarized M2 TAMs facilitate cancer cell intravasation and metastasis. Thus, NPC cells, or FGF-2–expressing malignant cells, orchestrate these 2 cellular components in the tumor stroma to promote metastasis. These findings provide mechanistic insights into NPC metastasis and define therapeutic targets in the FGF-2/FGFR1/pericyte/CXCL14/TAMs axis for treating metastasis of NPC or FGF-2–expressing malignancies.

## Methods

Supplemental Methods are available online with this article.

### Cell culture.

Human 5-8F NPC and SUNE-1 NPC cell lines were provided by Zesong Li at Shenzhen Second People’s Hospital, The First Affiliated Hospital of Shenzhen University. Murine RAW 264.7 monocyte and human THP-1 monocyte cell lines were provided by Dapeng Yan at the School of Basic Medical Sciences, Fudan University. Human A549 lung carcinoma cell line was kindly provided by Yongbo Wang at the School of Basic Medical Sciences, Fudan University. Murine T241 fibrosarcoma, murine MS5 stromal fibroblasts, murine 4T1 breast cancer, human SK-MEL-5 melanoma, human Hep3B hepatocellular carcinoma, human MCF-7 breast cancer, human A-431 squamous carcinoma, and human 293T embryonic kidney cell lines were provided by Yihai Cao at the Karolinska Institutet. The human TERT-immortalized fibroblast cell line was provided by George Klein at the Karolinska Institutet. Human primary pericytes were provided by Dongmei Zhang at the College of Pharmacy, Jinan University (47). Murine primary endothelial cells and primary pericytes were isolated from healthy mice by FACS. Human HUVEC endothelial cells were purchased from ATCC. Human FGF-2 and control vector were expressed at high levels with GFP in T241 and 4T1 cell lines (35). Sh*Scrambled* vector and sh*FGF2* vector were transfected into 5-8F cell lines with GFP using a lentiviral system (GeneCopoeia Inc.). THP-1, A549, SUNE-1, and 5-8F cell lines were cultured in 10% FBS-RPMI 1640 (catalog 40130ES76, YEASEN; catalog MA0215, Meilunbio), containing 100 U/mL penicillin and 100 μg/mL streptomycin (catalog MA0110, Meilunbio). RAW 264.7, T241, 4T1, MS5, mouse pericytes, SK-MEL-5, Hep3B, MCF-7, A-431, and 293T cell lines were cultured in 10% FBS-DMEM (catalog 40130ES76, YEASEN; catalog MA0213, Meilunbio), containing 100 U/mL penicillin and 100 μg/mL streptomycin (catalog MA0110, Meilunbio). Human pericytes were cultured in Pericyte Medium (catalog 1201, ScienCell). HUVEC and mouse endothelial cells were cultured in 10% FBS-M199 (catalog 40130ES76, YEASEN; catalog SH30253.01, HyClone), containing 100 U/mL penicillin and 100 μg/mL streptomycin (catalog MA0110, Meilunbio). All cell lines used in our study were negative for mycoplasma using a PCR method with 2 primer pairs: forward: 5′-GGCGAATGGGTGAGTAACACG-3′ and reverse: 5′-CGGATAACGCTTGCGACCTATG-3′; forward: 5′-GGGAGCAAACAGGATTAGATACCCT-3′ and reverse: 5′-TGCACCATCTGTCACTCTGTTAACCTC-3′.

### Cell isolation.

Fresh tissues were cut into small pieces in ice-cold PBS, and then digested in PBS containing 0.1% collagenase I and II (catalog 40507ES60, YEASEN; catalog 40508ES60, YEASEN) in 37°C for 30 minutes with gentle pipetting. After digestion, cells were washed with ice-cold PBS and resuspended by 1 mL MACS buffer (a solution containing PBS, 0.5% BSA, and 2 mM EDTA) and stained with an Alexa Fluor 647–conjugated anti–mouse F4/80 antibody (catalog 12322, BioLegend) or a rabbit anti–mouse NG2 antibody (catalog AB5320, Millipore), followed by an Alexa Fluor 647–conjugated donkey anti-rabbit antibody (catalog A31573, Invitrogen). Anti–Alexa Fluor 647 MicroBeads (catalog 130-091-395, Miltenyi Biotec; catalog 130-042-303, Miltenyi Biotec) were subsequently used for magnetic labelling. After washing, positive and negative cells were sorted with a MACS column and magnetic MACS separators (catalog 130-042-201, Miltenyi Biotec). NG2^+^ and NG2^–^ populations were collected for following experiments.

### Animals.

Female C57BL/6 and BALB/c-nude mice at the age between 6 and 8 weeks old were purchased from GemPharmatech, and they were maintained under a 12-hour dark/12-hour light cycle with food and water provided ad libitum. C.FVB-Tg(Cspg4-TK*)1Rkl/J (NG2-tk on BALB/c) mice were provided by Raghu Kalluri at the Metastasis Research Center, University of Texas MD Anderson Cancer Center, Houston, Texas, USA. All animals were randomly assigned to groups before experiments. The experimenter was not blind to the assignment of the groups and the evaluation of the results. No samples, animals, or data were excluded.

### Human patient samples.

Fresh samples were collected from patients receiving nasopharyngoscopic biopsy. Human NPC cancer cells and noncancer cells were isolated from fresh NPC tissues using a human tumor cell isolation kit (catalog 130-108-339, Miltenyi Biotec).

### Tumor metastasis models.

Approximately 1 × 10^6^ T241-vector or T241-FGF-2 tumor cells in 50 μL PBS (catalog MA0015, Meilunbio) were s.c. implanted into each C57BL/6 mouse. A total of 1 × 10^6^ 5-8F sh*Scrambled* or 5-8F sh*FGF2* tumor cells in 50 μL PBS were s.c. implanted into each BALB/c-nude mice. For 4T1 orthotopic tumor models, 1 × 10^6^ 4T1-vector or 4T1–FGF-2 tumor cells in 50 μL PBS mixed with 50 μL Matrigel Matrix (catalog 354234, Corning) were injected into the mammary fat pad of female C.FVB-Tg(Cspg4-TK*)1Rkl/J mice. Tumor sizes were measured every other day with a calliper, and tumor volumes were calculated according to a standard formula: Tumor volume = length × width^2^ × 0.52 (11). Tumor removal was surgically performed under anesthesia, when primary tumor volumes reached the size of 2.0–2.5 cm^3^. Mice were kept for an additional 4–6 weeks for metastasis detection. GFP^+^ metastatic nodules were detected by an IVIS system (VISQUE Invivo Elite, VIEWORKS). Lung tissues were subsequently paraffin embedded, stained with H&E, and examined under light microscopy.

### Histological analysis, IHC, and immunofluorescence.

For histological analysis, tumor or lung tissues were fixed with 4% paraformaldehyde (PFA) (catalog MA0192, Meilunbio) for 12 hours at room temperature. Paraffin-embedded tissues were cut into the thickness of 5 μm, mounted onto glass slides, baked for 1 hour at 60°C, deparaffinized in Xylene (catalog 10023418, Sinopharm Chemical Reagent Co. [SCR]), and sequentially rehydrated in 99%, 95%, and 70% ethanol (catalog 10009218, SCR). Tissue slides were counterstained with H&E (catalogs MB9897 and MA0164, Meilunbio) before dehydration with 95% and 99% ethanol, and they were mounted with neutral balsam (catalog 1004160, SCR). Stained tissues were analyzed under a light microscope (Leica DM IL LED). For IHC staining of tumor tissues, paraffin-embedded tissue sections were stained with a rabbit anti–FGF-2 antibody (catalog A0235, ABclonal, 1:100); a mouse anti-FSP1 antibody (catalog 66489-1, Proteintech, 1:100); a rabbit anti-CD163 antibody (catalog A8383, ABclonal, 1:100); a rabbit anti-F4/80 antibody (catalog 70076, Cell Signaling Technology, 1:1000); and a goat anti-CD206 antibody (catalog AF2535, R&D system, 1:400). After rinsing, tissue samples were further stained by IHC secondary antibodies, an anti-rabbit IgG (HRP) antibody (catalog ab205718, Abcam), or an anti–goat IgG (HRP) antibody (catalog A21030, Abbkine). Positive signals were captured using a microscope (catalog DM2500, Leica). For immunofluorescence double staining, similar to our previous work (48, 49), paraffin-embedded tumor tissue sections were stained with a rabbit anti-CD31 antibody (catalog ab182981, Abcam, 1:1000). After rinsing, tissue samples were further stained for 45 minutes at 37°C with a secondary antibody, HRP-conjugated goat anti–rabbit IgG (catalog ab205718, Abcam, 1:4000). Alexa Fluor 555 Tyramide Super Boost Kit (catalog B40923, Thermo Fisher Scientific) was used for antigen visualization. Next, tumor tissue sections were stained again with a rabbit anti-NG2 antibody (catalog AB5320, MilliporeSigma, 1:200) and then stained with a donkey anti–rabbit Alexa Fluor 488 antibody (catalog A21206, Invitrogen, 1:4000). Slides were mounted with antifading mounting medium (with DAPI) (catalog MA0236, Meilunbio). Positive signals were captured using a fluorescence microscope (Olympus BX53). Captured images were further analyzed using the Adobe Photoshop CS software.

### RNA extraction and qPCR.

Total RNAs were extracted from various tissues and cultured cells using an RNAsimple Total RNA kit (catalog DP419, TIANGEN). Total RNA from each sample was reversely transcribed using a Hifair II 1st Strand cDNA Synthesis SuperMix (catalog 11123ES60, YEASEN). Reverse transcription was performed at 42°C for 30 minutes and subsequently at 85°C for 5 minutes to inactivate the enzyme activity. The cDNA samples were subjected to qPCR using a StepOnePlus Real-Time PCR System (Applied Biosystems). Each sample was triplicated and in a 10 μL reaction containing Hieff qPCR SYBR Green Master Mix (catalog 11203ES03, YEASEN), 50 nM forward and reverse primers, and 2 μL cDNA. The qPCR protocol was executed for 40 cycles, and each cycle consisted of denaturation at 95°C for 15 seconds, annealing at 60°C for 1 minute, and extension at 72°C for 1 minute. The primer pairs specific for various genes used in our experiments included: human *FGF2* forward: 5′-AGAAGAGCGACCCTCACATCA-3′; human *FGF2* reverse: 5′-CGGTTAGCACACACTCCTTTG-3′; human *CD163* forward: 5′-TTTGTCAACTTGAGTCCCTTCAC-3′; human *CD163* reverse: 5′-TCCCGCTACACTTGTTTTCAC-3′; human *CD31* forward: 5′-AACAGTGTTGACATGAAGAGCC-3′; human *CD31* reverse: 5′-TGTAAAACAGCACGTCATCCTT-3′; human *NG2* forward: 5′-CTTTGACCCTGACTATGTTGGC-3′; human *NG2* reverse: 5′-TGCAGGCGTCCAGAGTAGA-3′; human *FSP1* forward: 5′-GATGAGCAACTTGGACAGCAA-3′; human *FSP1* reverse: 5′-CTGGGCTGCTTATCTGGGAAG-3′; human *FGFR1* forward: 5′-CCCGTAGCTCCATATTGGACA-3′; human *FGFR1* reverse: 5′-TTTGCCATTTTTCAACCAGCG-3′; human *FGFR2* forward: 5′-AGCACCATACTGGACCAACAC-3′; human *FGFR2* reverse: 5′-GGCAGCGAAACTTGACAGTG-3′; human *FGFR3* forward: 5′-TGCGTCGTGGAGAACAAGTTT-3′; human *FGFR3* reverse: 5′-GCACGGTAACGTAGGGTGTG-3′; human *FGFR4* forward: 5′-GAGGGGCCGCCTAGAGATT-3′; human *FGFR4* reverse: 5′-CAGGACGATCATGGAGCCT-3′; human *CD206* forward: 5′-TCCGGGTGCTGTTCTCCTA-3′; human *CD206* reverse: 5′-CCAGTCTGTTTTTGATGGCACT-3′; human *CD86* forward: 5′-CTGCTCATCTATACACGGTTACC-3′; human *CD86* reverse: 5′-GGAAACGTCGTACAGTTCTGTG-3′; human *CXCL14* forward: 5′-CGCTACAGCGACGTGAAGAA-3′; human *CXCL14* reverse: 5′-GTTCCAGGCGTTGTACCAC-3′; human *GAPDH* forward: 5′-CTGGGCTACACTGAGCACC-3′; human *GAPDH* reverse: 5′-AAGTGGTCGTTGAGGGCAATG-3′; mouse *Fgf2* forward: 5′-TGGTGACCACAAGCTGAATG-3′; mouse *Fgf2* reverse: 5′-TCCCTTGATAGACACAACTCCTC-3′; mouse *Fgfr1* forward: 5′-TAATACCACCGACAAGGAAATGG-3′; mouse *Fgfr1* reverse: 5′-TGATGGGAGAGTCCGATAGAGT-3′; mouse *Fgfr2* forward: 5′-CCTCGATGTCGTTGAACGGTC-3′; mouse *Fgfr2* reverse: 5′-CAGCATCCATCTCCGTCACA-3′; mouse *Fgfr3* forward: 5′-GCCTGCGTGCTAGTGTTCT-3′; mouse *Fgfr3* reverse: 5′-TACCATCCTTAGCCCAGACCG-3′; mouse *Fgfr4* forward: 5′-GCTCGGAGGTAGAGGTCTTGT-3′; mouse *Fgfr4* reverse: 5′-CCACGCTGACTGGTAGGAA-3′; mouse *Ccl11* forward: 5′-GAATCACCAACAACAGATGCAC-3′; mouse *Ccl11* reverse: 5′-ATCCTGGACCCACTTCTTCTT-3′; mouse *Cxcl14* forward: 5′-GAAGATGGTTATCGTCACCACC-3′; mouse *Cxcl14* reverse: 5′-CGTTCCAGGCATTGTACCACT-3′; mouse *Cd206* forward: 5′-CTCTGTTCAGCTATTGGACGC-3′; mouse *Cd206* reverse: 5′-CGGAATTTCTGGGATTCAGCTTC-3′; mouse *Cd86* forward: 5′-TGTTTCCGTGGAGACGCAAG-3′; mouse *Cd86* reverse: 5′-TTGAGCCTTTGTAAATGGGCA-3′; mouse *Ahr* forward: 5′-AGCCGGTGCAGAAAACAGTAA-3′; mouse *Ahr* reverse: 5′-AGGCGGTCTAACTCTGTGTTC-3′; mouse *Gapdh* forward: 5′-AGGTCGGTGTGAACGGATTTG-3′; and mouse *Gapdh* reverse: 5′-TGTAGACCATGTAGTTGAGGTCA-3′.

### Immunoblot.

Cultured cells were lysed in a RIPA lysis buffer containing proteinase and phosphatase inhibitor cocktails (catalog MA0151, Meilunbio; catalog MB2678, Meilunbio, 1:100). An equal amount of protein samples from each group and a standard molecular weight marker (catalog AP13L052, Life-iLab) were loaded on a 10% SDS-PAGE gel (catalog AP15L945, Life-iLab), followed by transferring onto a polyvinylidene difluoride (PVDF) membrane (catalog IPVH00010, MilliporeSigma), which was subsequently blocked with 5% skimmed milk for 2 hours. Membranes were incubated overnight at 4°C with primary antibodies diluted in a Primary Antibody Dilution Buffer (catalog MB9881, Meilunbio). After rigorous washing with PBS containing 0.1% Tween-20 (catalog T8220, Solarbio), membranes were incubated at room temperature for 1 hour with a goat anti–mouse HRP–conjugated IgG antibody (catalog AS003, ABclonal, 1:5000) or a goat anti–rabbit HRP–conjugated IgG antibody (catalog AS014, ABclonal, 1:5000). Target proteins were visualized via a super sensitive ECL luminescence reagent (catalog MA0186, Meilunbio) with a Molecular Imager ChemiDoc XRS System (Bio-Rad). A rabbit anti–β-tubulin antibody (catalog ab6046, Abcam, 1:5000), a rabbit anti-AKT (pan) antibody (catalog 4691, Cell Signaling Technology, 1:2000), a mouse anti–phospho-AKT antibody (catalog 66444-1, Proteintech, 1:1000), a rabbit anti-ERK1/2 (catalog 4695, Cell Signaling Technology, 1: 2000), a rabbit anti–phospho-ERK1/2 (catalog 4370, Cell Signaling Technology, 1:2000), a rabbit anti-CD206 antibody (catalog 141702, BioLegend, 1:2000), a rabbit anti-CD86 antibody (catalog BM4121, BOSTER, 1:1000), and a mouse anti–β-actin antibody (catalog AC004, Abclonal, 1:2000) were used as primary antibodies.

### ChIP.

ChIP assay was performed using a ChIP assay kit (catalog p2078, Beyotime). DNA-bound proteins were fixed using 4% PFA. Chromatin was purified and sonicated to generate fragments of approximate sizes between 500 and 1000 bp. In total, 20 μL of the sonicated chromatin was collected for input. A total of 180 μL of the sonicated chromatin was immunoprecipitated by a rabbit anti-AHR antibody (catalog NB100-2289, Novus, 1:200) and a rabbit nonimmune IgG antibody (catalog AC005, ABclonal, 1:200). The protein-DNA complexes were mixed with 5M NaCl and incubated at 65°C for 4 hours. The purified DNA fraction was used for qPCR analysis. The mouse *Cxcl14* promoter primer pair includes the following: forward 5′-TGGACCACGAGCCCAGCAAG-3′, reverse 5′-TTTACTGTCCGAAGCCACCG-3′. The mouse *Cxcl14* exon 3 primer pair includes the following: forward 5′-AGAAGATGGTTATCATCACC-3′, reverse 5′-TTCTTCGTAGACCCTGCGCT-3′. Data were normalized with the non–immune rabbit IgG values.

### Cell viability assay.

Cell viability was evaluated using a cell counting kit-8 (catalog MA0218, Meilunbio) following the manufacturer’s protocol. Cells were seeded into 96-well plates at a density of ~5000 cells/well and incubated until various time points. Subsequently, 10 μL of the solution containing 2-(2-methoxy-4-nitrophenyl)-3-(4-nitrophenyl)-5-(2,4-disulfophenyl)-2H-tetrazolium (WST-8) was added, and the cells were cultured at 37°C for 1 hour. OD values were measured at 450 nm via a Synergy 2 Multi-Mode Microplate Reader (BioTek).

### Wound healing.

Wound healing experiments were performed to test the migrating ability of the cell. Cells were seeded in 6-well plates with a density of approximately 1 × 10^6^ cells/well. For coculture models, GFP^+^ cancer cells were seeded with approximately 7.5 × 10^5^ cells/well, whereas fibroblast, pericytes, endothelial cells, or macrophages were seeded with approximately 2.5 × 10^5^ cells/well. Wounds were created by scraping monolayer cells, and nonadherent cells were washed off. Cells were incubated in 1% FBS medium for another 24 hours at 37°C. GFP^+^ signals were captured by a fluorescent microscope (catalog EVOS M5000, Thermo Fisher Scientific). Cell migration was determined by measuring the width of the scratched area. ImageJ software (Version 2.1.4.7, NIH, USA) was used to quantify the scratched area.

### Chemotaxis assay.

Cells were seeded into a transwell chamber (catalog 725301, NEST) containing pores of 8 μm in diameter at an initial seeding density of 1 × 10^5^ cells/well. The transwell chambers were then inserted into the wells of a 24-well plate with or without CXCL14 (catalog 730-XC-025, R&D systems, 100 ng/mL) and were kept at 37°C for another 24 hours. The migrated cells were stained with crystal violet (catalog MA0149, Meilunbio), and the number of migratory cells was recorded using an optical microscope (catalog DM2500, Leica).

### FACS analysis.

For CTC detection, after sacrificing the tumor-bearing animals, peripheral blood was collected and transferred into an anticoagulation tube. RBC lysis buffer (catalog MA0207, Meilunbio) was used to remove RBCs at room temperature for 2 minutes. Cells were then washed 2 times with PBS. GFP^+^ CTCs were detected using a FACS system (FACSCanto II, BD Biosciences), whereas healthy mouse blood and in vitro–cultured GFP^+^ tumor cells were used as controls. FlowJo software (version 10, BD Biosciences) was used to analyze the FACS result. For tumor immune microenvironment analysis, tumor tissues were dissected and homogenized. Tissue suspension was treated for 3 minutes with 5 mL of an RBC lysis buffer (catalog MA0207, Meilunbio). After PBS washing, cell suspension was fixed for 30 minutes with 4% PFA. Single-cell suspensions were incubated with an eFluor 780 Viability Dye (catalog 65-0865-14, eBioscience) for 10 minutes and were incubated with various conjugated antibodies for 30 min on ice. These antibodies include: an eFluor 506 anti–mouse CD45 antibody (catalog 69-0451-82, eBioscience); a PE-Cyanine7 anti–mouse CD11b antibody (catalog 25-0112-82, eBioscience); an eFluor 450 anti–mouse Ly-6G antibody (catalog 48-9668-82, eBioscience); a PerCP-Cyanine5.5 anti–mouse MHC Class II antibody (catalog 65-5321, Tonbo Biosciences); a PE anti–mouse CD11c antibody (catalog 12-0114-82, eBioscience); an APC anti–mouse F4/80 antibody (catalog 17-4801-82, eBioscience); a PE anti–mouse CD206 antibody (catalog 141706, BioLegend); an eFluor 450 anti–mouse CD86 antibody (catalog 48-0862-82, eBioscience); an APC anti–mouse CD49b antibody (catalog 17-5971-82, eBioscience); a PE anti–mouse B220 antibody (catalog 12-0452-82, eBioscience); an eFluor 450 anti–mouse CD3e antibody (catalog 48-0031-82, eBioscience); and an APC anti–mouse Ly-6C antibody (catalog 17-5932-82, eBioscience). The stained cells were applied onto FACScan (BD Biosciences) and analyzed by Flowjo software (version 10, BD Biosciences).

### Drug treatment.

For pericytes depletion, NG2-tk and WT mice received daily i.p. injections with 50 mg/kg of ganciclovir for 3 days, starting from average tumor size reached 0.5 cm^3^. Ganciclovir was then given every third day to maintain a full depletion of pericytes. Tumor tissues were collected when tumor size reached 2 cm^3^ for checking pericyte depletion efficacy. For CXCL14 in vivo administration, 0.5 μg recombinant human CXCL14 protein (catalog 730-XC-025, R&D systems) was intratumorally injected by a 31 gauge needle in 20 μL volume on a daily basis for 5 days. Tumor tissues were collected for further investigation. For deleting TAMs, clodronate liposomes and control (catalog 40337ES10, YEASEN) at 30 mg/kg was i.p. injected once per week to each mouse until the tumor was removed. Tumor tissues were collected for TAMs infiltration detection. For in vitro experiments, cells were starved overnight with 1% FBS-DMEM, followed by the treatment of an FGFR1 inhibitor P173074 (catalog HY-10321, MedChemExpress), an FGFR2 inhibitor Alofanib (catalog S8754, Selleck), an FGFR4 inhibitor FGF401 (catalog S2801, Selleck), an FGFR pan-inhibitor AZD4547 (catalog S2801, Selleck), a pan-AKT kinase inhibitor AZD5363 (catalog S8019, Selleck), an ERK1/2 inhibitor SCH772984 (catalog S2801S7101, Selleck), or a MEK1/2 inhibitor U0126 (HY-12031A, MedChemExpress), with or without 100 ng/mL FGF-2 (catalog 10014-HNAE, SinoBiological). Forty-eight hours later, the cell lysates were collected for qPCR or Western blot analysis. CXCL14 (catalog 730-XC-025, R&D systems) at 100 ng/mL was used to stimulate RAW 264.7 monocytes. DMSO (catalog MB2505, Meilunbio) or PBS was used as a control. For conditioned medium collection, cells were starved overnight with 1% FBS-DMEM, followed by a 100 ng/mL FGF-2 treatment for 48 hours; PBS was used as a control.

### Microarrays and RNA-Seq analysis.

Gene expression profiles and clinical information of TCGA pan-cancer data were downloaded from the UCSC Xena database (https://xenabrowser.net/datapages/). Affymetrix Human Genome U133 Plus 2.0 Array data with accession no. GSE12452 was downloaded from the GEO. R package “ggplot2” was used to perform differentially expressed genes analysis. RNA expression levels of selected genes were presented as log_2_ ratio, and heatmaps were made by GraphPad Prism. For transcription factor prediction, a transcription factor prediction tool, PROMO (http://alggen.lsi.upc.es/cgi-bin/promo_v3/promo/promoinit.cgi?dirDB=TF_8.3), was used. A 2000 bp promoter of *Cxcl14* was analyzed. For the pericyte genome-wide microarray, NG2^+^ pericytes from T241–FGF-2–expressing tumors or vector tumors were isolated by FACS. Briefly, fresh tumor samples were cut into small fractions and digested in 0.15% collagenase I and II containing PBS solution at 37°C for 40 minutes. After PBS wash, the cell suspension was incubated with an anti-NG2 antibody (catalog AB5320, MilliporeSigma) for 45 minutes on ice, followed by a goat anti-rabbit secondary antibody conjugated with Cy3 (catalog A10520, Invitrogen) for 30 minutes on ice. NG2^+^EGFP^–^ population from 3 individual biological samples was sorted by flow cytometry (MoFlo XTD, Beckman Coulter). 

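The sorted cells of FGF-2 tumors carried higher levels of some mural cell and fibroblast genes than those of vector tumors, and most macrophage markers did not pass the test. Of 23 markers of pericytes and smooth muscle, 6 rose and none fell (14 rose when adjusted over the list alone). Beside Rgs5 these were Abcc9 and Kcnj8, subunits of the pericyte potassium channel, Acta2, the smooth muscle actin, Mcam and Ndufa4l2. The log2 fold changes of Abcc9 and Acta2 were 1.64 and 1.34. Cspg4, which encodes the sorting antigen NG2, was 5.67 ± 0.17 in vector tumors and 6.08 ± 0.07 in FGF-2 tumors (log2 level, mean ± SD, n = 3 per group, adjusted p = 0.161 from limma). Of 19 fibroblast markers, 8 rose and none fell (11 rose when adjusted over the list alone), among them Mfap5 by 2.18 and Thy1 by 2.03. Both lists were higher as a whole by camera (adjusted p = 1.03e-12 and 9.69e-15) and by fry (adjusted p = 0.0140 for each). Neither passed by camera with an estimated correlation (adjusted p = 0.106 and 0.105). Of 20 macrophage and monocyte markers, 2 fell, the fractalkine receptor gene Cx3cr1 by -0.86 and the lysozyme gene Lyz1 by -0.73, and 18 did not pass. The macrophage genes Cd68, C1qb and Fcer1g had levels of 12.49, 12.67 and 12.52 in vector tumors and 12.32, 12.57 and 12.36 in FGF-2 tumors. Of 20 endothelial markers, 1 rose, the sialomucin gene Emcn, by 1.15 (3 rose and 1 fell when adjusted over the list alone), and the list was higher by camera (adjusted p = 0.00321, 0.209 with an estimated correlation, 0.303 over genes with a mean log2 value of at least 5 and 0.728 over genes above the median mean). None of the 16 T and NK cell markers passed in limma, 6 had an unadjusted p under 0.05 (2 by the test of the methods section), and 1 rose and 4 fell when adjusted over the list alone. Over all genes, 2 T and NK cell markers fell without vector tumor replicate 3 and 1 with array quality weights. Of 9 B cell markers, Ighm fell on its brightest probe set, but not as the mean of its probe sets. Of 14 neutrophil markers, the collagenase gene Mmp8 rose by 1.42 and the siderophore-binding gene Lcn2 changed by -1.17. Without FGF-2 tumor replicate 1 the pericyte and fibroblast counts were 3 and 4, without FGF-2 tumor replicate 2 they were 4 and 4. Cx3cr1 and Lyz1 passed only without vector tumor replicate 3 and Emcn only without FGF-2 tumor replicate 3 (highest adjusted p values 0.152, 0.198 and 0.169), and Lyz1 did not pass with each array centred on its median (0.0566). Abcc9, Mfap5 and Mmp8 passed whichever array was left out. Acta2 did not pass without FGF-2 tumor replicate 1 (0.0635), Thy1 without FGF-2 tumor replicate 1 or 2 (0.0600 at most). The same holds for Lcn2 without those or vector tumor replicate 1 (0.0926 at most), and Mcam without those or vector tumor replicate 1 or 2 (0.128 at most).

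**Figure D3:**
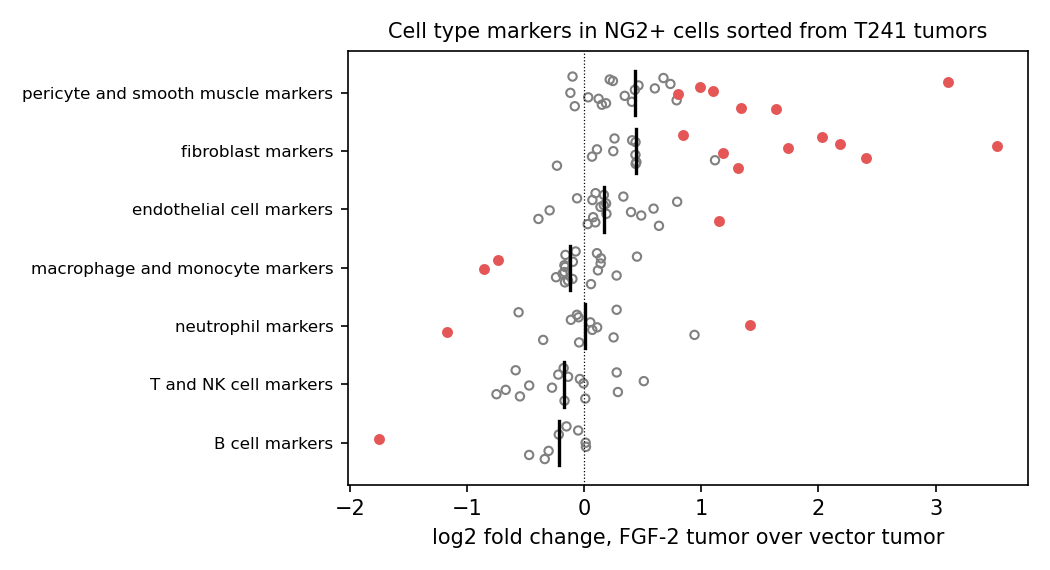
Log2 fold change of each marker gene between FGF-2 tumor and vector tumor pericytes, by cell type list, with passing genes in red, the others open and the list median as a black line. The 23 pericyte and smooth muscle markers have 6 passing genes and the 19 fibroblast markers 8, with medians of 0.43 and 0.45.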

Isolated cells were stored in RNA later (catalog R0901, Sigma-Aldrich) until further analysis. Microarray hybridization, scanning, normalization, and analysis were accomplished by Shanghai Biotechnology Corporation using Affymetrix 2.0 ST mouse gene arrays. 

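Apart from Ccl11, the chemokine and cytokine genes that passed the test fell in the NG2+ cells sorted from FGF-2 tumors. Of 36 chemokine ligand genes measured, 1 rose, 2 fell and 33 did not pass (2 rose and 6 fell when adjusted over the list alone, these 36 genes). The neutrophil chemoattractant gene Cxcl3 fell from 6.82 ± 0.39 in vector tumors to 5.54 ± 0.18 in FGF-2 tumors (log2 level, mean ± SD, n = 3 per group, log2 fold change -1.28, adjusted p = 0.0140 from limma). Ccl17, a T cell attractant made by myeloid cells, changed by -0.90 (adjusted p = 0.0368 from limma). Cxcl2, another neutrophil attractant, had a log2 fold change of -1.02 that did not pass (adjusted p = 0.176 from limma). Of 85 other cytokine genes, 1 fell, the B cell survival factor gene Tnfsf13b, by -0.69 (adjusted p = 0.0474 from limma), and none rose, or 1 without vector tumor replicate 1. Of these, 17 had an unadjusted p under 0.05 from limma and 9 by the test of the methods section, and none passed when adjusted over these 85 genes. Over the 121 genes of both lists together, 3 rose and 6 fell when adjusted over the list alone, Tnfsf13b, Tnf, Ccl3 and Ifna4 among the fallen. Tnf had a log2 fold change of -0.77 (adjusted p = 0.0867 from limma). The 121 genes of both lists had a higher mean in FGF-2 tumors in 37 cases and a lower mean in 84. As a list, the other cytokines were lower by camera (adjusted p = 0.0272, 0.106 with an estimated correlation and 0.0577 after a further quantile normalization), and the chemokines did not pass (adjusted p = 0.304). The heat shock genes Hspa1b and Hspa1a, which respond to tissue digestion, fell in the same arrays by -1.44 and -1.07, as did 2 of 20 macrophage and monocyte markers, Cx3cr1 and Lyz1. The share of macrophages among the sorted cells is not given in the paper's text, so these values belong to the sorted population as a whole. Cxcl3 did not pass without any 1 of the FGF-2 arrays (highest adjusted p = 0.0644), and Ccl17 and Tnfsf13b passed only without vector tumor replicate 3 (0.172 and 0.175 at most). Tnfsf13b did not pass with each array centred on its median either (0.0522).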

The data were presented as heatmaps and volcano plots, with *P* values and fold changes applying to all genes in the chemokine family available in the data sets. Gene array data were deposited in the GEO with an accession no. GSE197794.

### Statistics.

Statistical computations were performed using GraphPad Prism (GraphPad). The data were found to pass the D’Agostino-Pearson normality test. Statistical differences between 2 groups were determined by a 2-tailed Student’s *t* test. *P <* 0.05 was considered statistically significant, *P <* 0.01 was very significant, and *P <* 0.001 was extremely significant. Differences among multiple groups were evaluated using 1-way ANOVA. The data are presented as mean ± SD.

### Study approval.

All animal studies were approved by the Animal Experimental Ethical Committee of the Fudan University (no. 20200306-071). All human studies were approved by the Ethical Review Committee in the Shenzhen Second People’s Hospital, Shenzhen, China (no. 20200525002).

## Author contributions

Y Yang and KH generated the ideas and designed experiments. YW, QS, and Y Ye performed most experiments and organized all figures. XS, SX, YZ, JS, XF, BZ, and MY were involved in some of the experiments. LL, KH, and GN provided important reagents and participated in discussions. Y Yang wrote the manuscript. The authorship order among co–first authors was determined by relative contribution.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
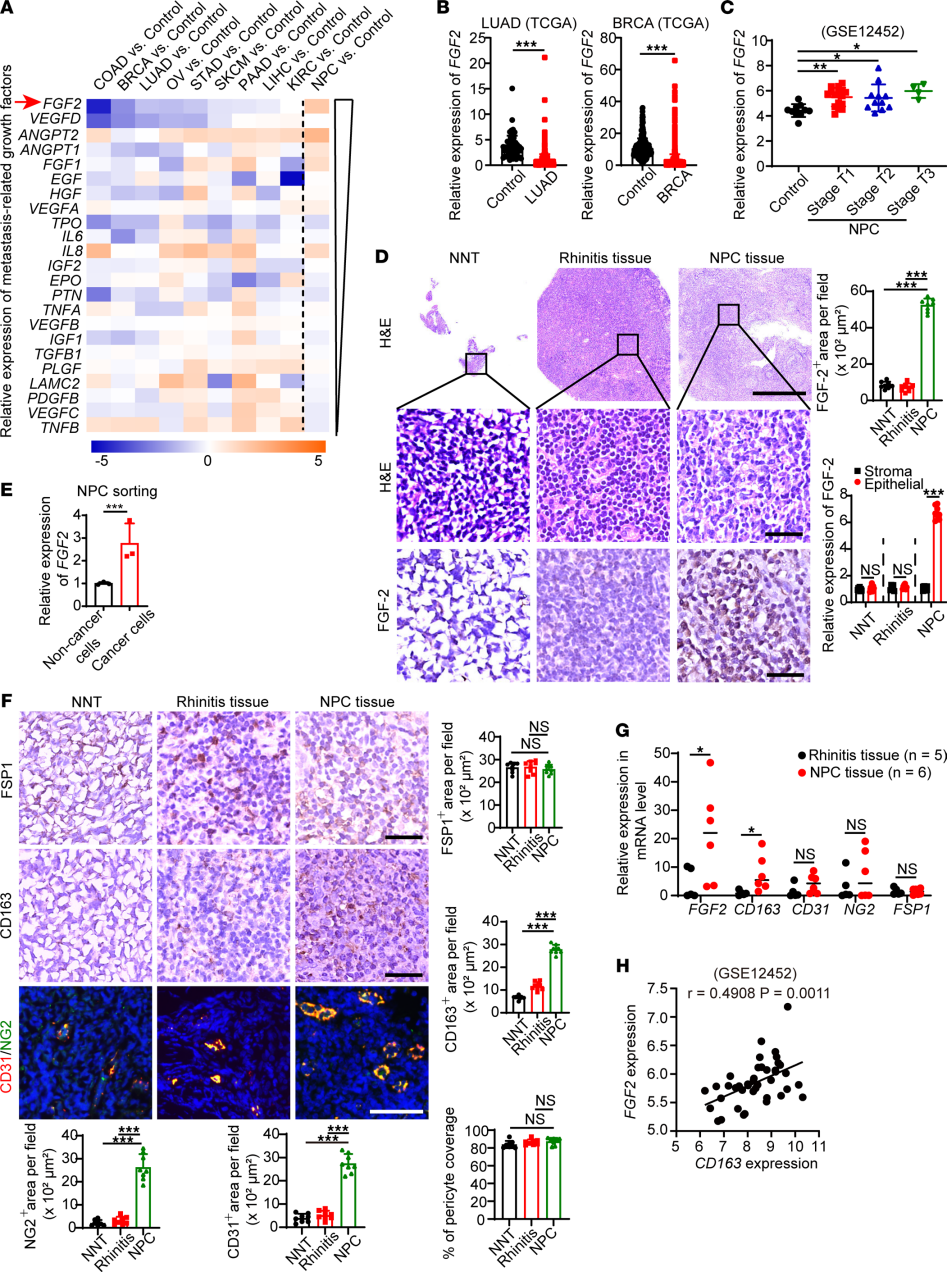
FGF-2 is distinctively expressed and correlates with TAM infiltration in human NPC. (**A**) Cross–data set quantitative heatmap of selected genes of various types of cancer and their adjacent control healthy tissues. Arrow points to distinctively upregulated genes in NPC. Log_2_ fold changes were used for quantification. (**B**) Transcriptomic expression levels of *FGF2* in human LUAD tissues, BRCA tissues and their adjacent healthy tissues. Sample number: control-LUAD/LUAD/control-BRCA/BRCA=347/483/291/1085. (**C**) Transcriptomic expression levels of *FGF2* in various stages of human NPC tissues and their adjacent healthy tissues. Sample number: control/StageT1/StageT2/StageT3=10/16/11/4. (**D**) Human normal nasopharyngeal tissues (NNT), rhinitis tissues, and NPC tissues were stained with H&E and an anti–FGF-2 antibody (brown). Sample number: NNT/Rhinitis/NPC=3/10/6. Scale bar in upper panel: 500 μm. Scale bar in middle and lower panels: 50 μm. Quantification of FGF-2^+^ signals and FGF-2^+^ signals in stromal and epithelial components (*n =* 8 random fields per group). (**E**) NPC cancer cells were sorted by MACS from freshly tissues. qPCR quantification of *FGF2* mRNA (*n =* 3 samples per group). (**F**) NNT rhinitis tissues and NPC tissues were stained. Sample number: NNT/Rhinitis/NPC=3/10/6. Scale bar in upper and middle panels: 50 μm. Scale bar in lower panel: 100 μm. Quantification of FSP1^+^ (brown), CD163^+^ (brown), CD31^+^ (red), and NG2^+^ (green) and coverage rate of NG2^+^ pericytes (*n =* 8 random fields per group). (**G**) qPCR quantification of *FGF2*, *CD163*, *CD31*, *NG2*, and *FSP1* mRNA in freshly collected tissues. Sample number: Rhinitis/NPC=5/6. (**H**) Correlation of *FGF2* and *CD163* expression of human NPCs and their control healthy tissues. Sample number: Control/NPC=10/31. *P < 0.05, **P < 0.01, ***P < 0.001 by unpaired 2-tailed Student’s *t* test (**B**, **D**, **E**, **G**, and **H**) or 1-way ANOVA with Tukey’s multiple-comparison analysis (**C**, **D**, and **F**). Data are presented as mean ± SD.

**Figure 2:**
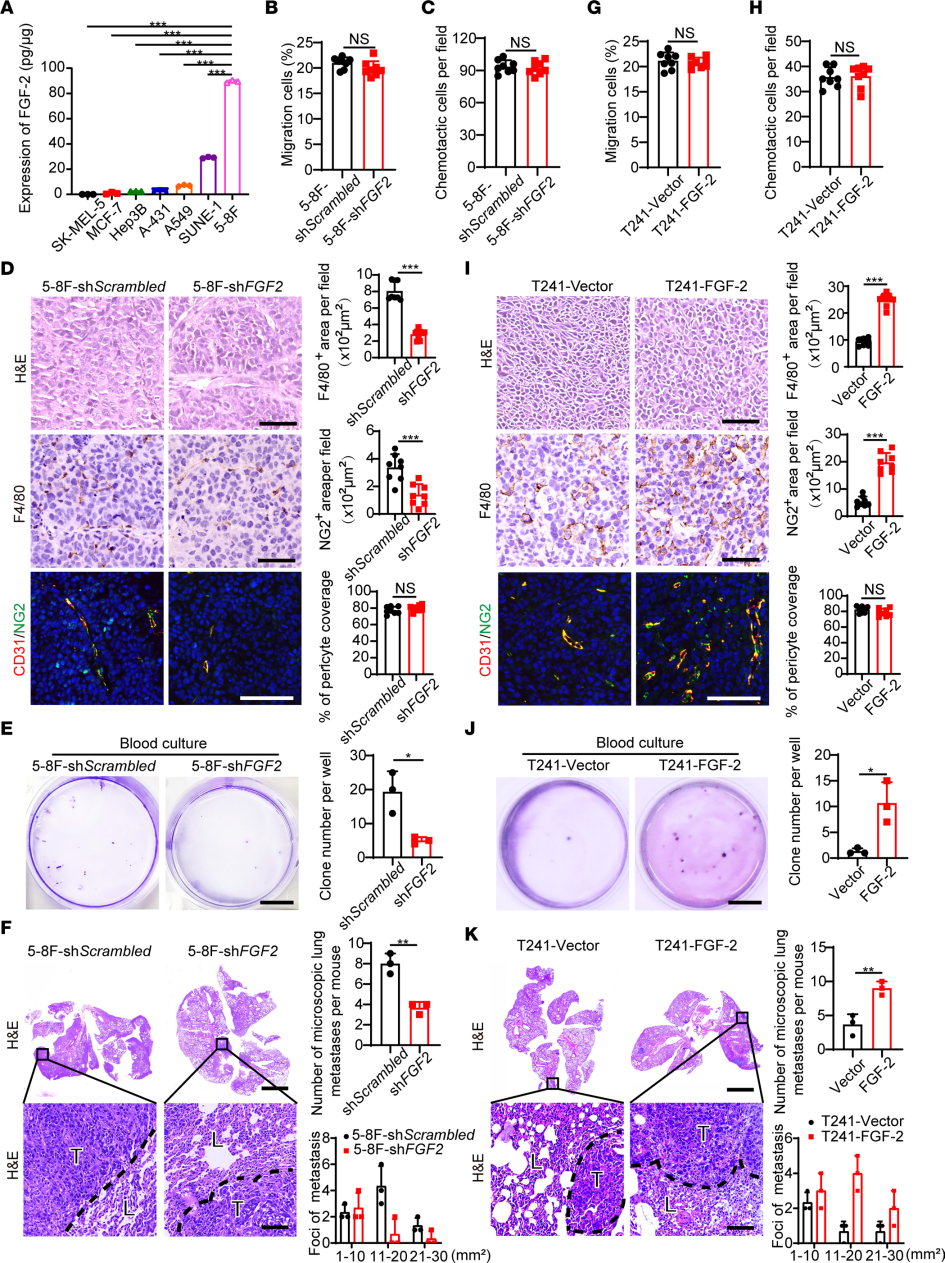
FGF-2 promotes TAM infiltration and tumor metastasis in mice. (**A**) FGF-2 protein expression levels in various human tumor cell lines, including SK-MEL-5 melanoma, MCF-7 breast cancer, Hep3B hepatocellular carcinoma, A-431 squamous cell carcinoma, A549 lung cancer, SUNE-1 NPC, and 5-8F NPC (*n =* 3 samples per group). (**B**, **C**, **G**, and **H**) Migration and chemotactic ability of scrambled and *FGF2* shRNA–transfected NPC cancer cells (**B** and **C**) and of vector and FGF-2 overexpressing T241 tumor cells (**G** and **H**). (**D** and **I**) Xenograft tumor tissues were stained with H&E, an anti-F4/80 antibody (brown), an anti-CD31 antibody, and an anti-NG2 antibody (*n =* 8 mice per group). Scale bar in upper panel: 50 μm. Scale bar in middle panel: 50 μm. Scale bar in lower panel: 100 μm. Quantification of F4/80^+^ signals, NG2^+^ signals, and coverage rate of NG2^+^ pericytes (*n =* 8 random fields per group). (**E** and **J**) Micrographs of representative cell culture dishes after incubation with blood samples from 5-8F sh*Scrambled* or 5-8F sh*FGF2* tumor–bearing mice (**E**) and from vector or FGF-2–overexpressing tumor–bearing mice (**J**). Blue signal indicates the crystal violet–positive tumor colonies. Scale bar: 1 cm (*n =* 3 samples randomly chosen from 8 mice per group). (**F** and **K**) H&E staining in the lung from 5-8F sh*Scrambled* or 5-8F sh*FGF2* tumor–bearing mice (**F**) and from vector or FGF-2–overexpressing tumor–bearing mice (**K**). Scale bar in upper panel: 3 mm. Scale bar in lower panel: 100 μm. Quantification of total microscopic lung metastases and various sizes of metastases (*n =* 3 samples randomly chosen from 8 mice per group). *P < 0.05, **P < 0.01, ***P < 0.001 by unpaired 2-tailed Student’s *t* test (**B**–**K**) or 1-way ANOVA with Tukey’s multiple-comparison analysis (**A**). Data are presented as mean ± SD.

**Figure 3:**
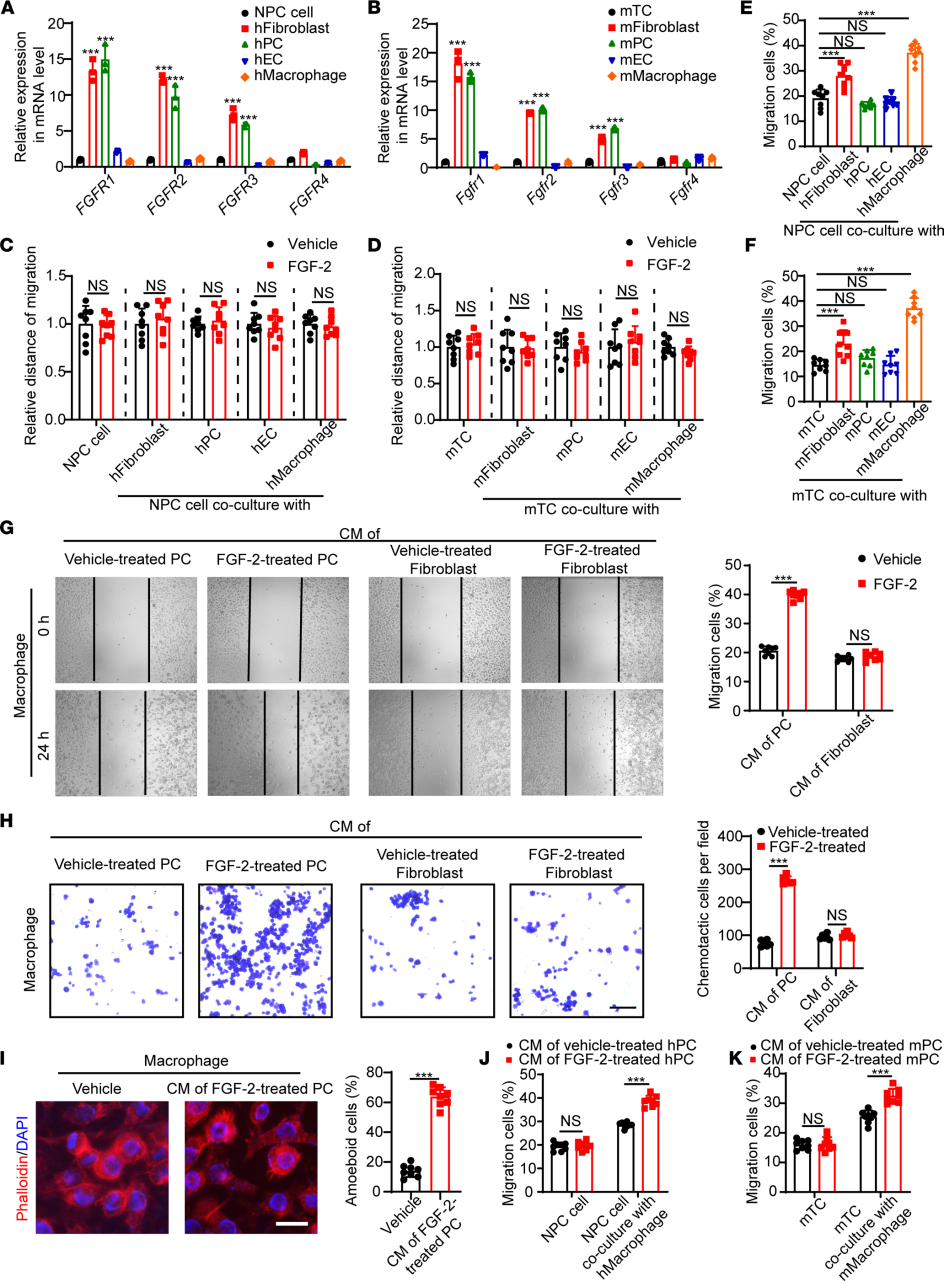
Pericyte-dependent mechanism of FGF-2–induced macrophage activation. (**A** and **B**) qPCR quantification of human and mouse *FGFR1*, *FGFR2*, *FGFR3*, and *FGFR4* mRNA levels in various cell types, including 5-8F NPC cell line, hTERT-immortalized dermal fibroblasts, isolated primary pericytes, HUVEC endothelial cells, THP-1 monocyte/macrophage cell line, mouse T241 cell line, mouse MS5 stromal fibroblasts, mouse lung isolated primary pericytes, mouse liver isolated primary endothelial cells, and murine RAW 264.7 monocyte/macrophage cell line. (**C** and **D**) Human and mouse tumor cell migration of tumor cells cocultured with various cell types in the presence or absence of FGF-2. Vehicle- or FGF-2–treated tumor cells serve as controls (*n =* 8 samples per group). (**E** and **F**) Human and mouse tumor cell migration of tumor cells cocultured with or without various cell types (*n =* 8 samples per group). (**G** and **H**) Conditioned medium of pericytes or fibroblasts in the presence or absence of FGF-2 was collected. Mouse macrophage migration (*n =* 8 samples per group) and chemotactic ability (*n =* 6 samples per group) of macrophages treated with various conditioned medium are shown. (**I**) Morphological changes of macrophage administrated with vehicle or the conditioned medium of FGF-2–treated pericytes. Quantification of macrophage structural changes (*n =* 8 random fields per group). (**J** and **K**) Human and mouse tumor cell migration of tumor cells cocultured with macrophages, which activated with FGF-2–treated pericyte conditioned medium. Tumor cells receiving the FGF-2–treated pericyte conditioned medium serve as controls (*n =* 8 samples per group). ***P < 0.001 by unpaired 2-tailed Student’s *t* test (**C**, **D**, and **G**–**K**) or 1-way ANOVA with Tukey’s multiple-comparison analysis (**A**, **B**, **E**, and **F**). Data are presented as mean ± SD.

**Figure 4:**
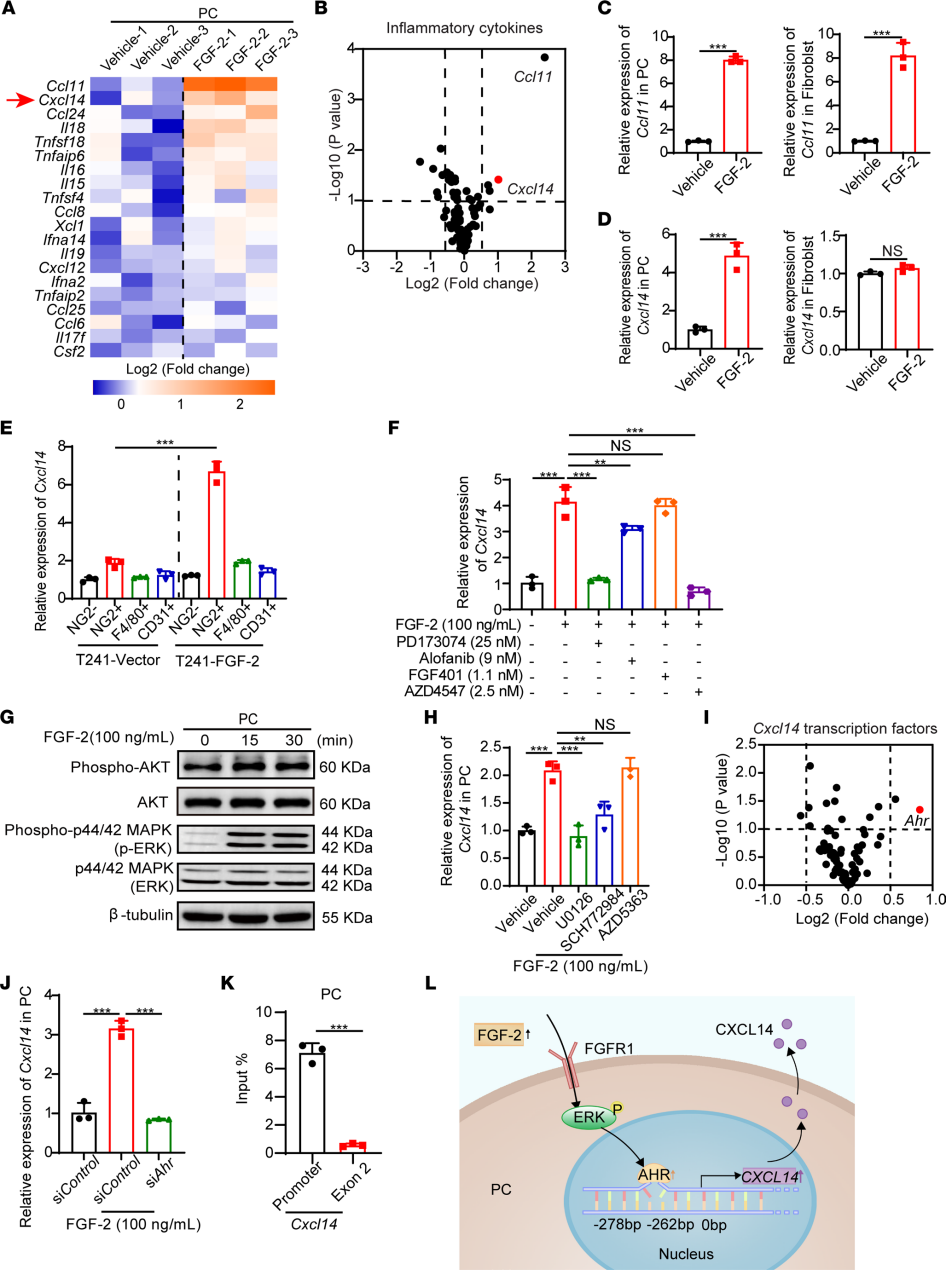
FGF-2 induces CXCL14 expression in pericytes via FGFR1/ERK/AHR signaling. (**A**) Heatmap of selected genes by inflammatory cytokine/chemokine profiling of vehicle- and FGF-2–treated primary mouse pericytes (*n =* 3 samples per group). Arrow points to upregulated *Cxcl14* gene. (**B**) Volcano plot of inflammatory gene profiling of vehicle- and FGF-2–stimulated pericytes (*n =* 3 samples per group). (**C** and **D**) Expression levels of *Ccl11* and *Cxcl14* in vehicle- and FGF-2–stimulated isolated primary pericytes and MS5 fibroblasts (*n =* 3 samples per group). (**E**) qPCR quantification of *Cxcl14* mRNA levels in F4/80^+^ TAMs, NG2^+^ pericytes, CD31^+^ endothelial cells, and NG2^–^ population isolated from T241-vector and T241–FGF-2 tumors (*n =* 3 samples per group). (**F**) qPCR quantification of *Cxcl14* mRNA levels in vehicle- and FGF-2–stimulated pericytes in the presence or absence of FGFR1, FGFR2, and FGFR3 specific inhibitors, and pan-FGFR inhibitor (*n =* 3 samples per group). (**G**) After 0, 15, 30 minutes of stimulation, FGF-2 induced phosphorylation of AKT and ERK in pericytes. β-Tubulin marks the loading level in each lane. These experiments were repeated twice. (**H**) qPCR quantification of *Cxcl14* mRNA levels in vehicle- and FGF-2–stimulated pericytes in the presence or absence of MEK1/2, ERK1/2, and AKT specific inhibitors (*n =* 3 samples per group). (**I**) Volcano plot of predicted transcription factors which bind to *Cxcl14* promoter in genome-wide expression profiling of vehicle- and FGF-2–stimulated pericytes (*n =* 3 samples per group). (**J**) qPCR quantification of *Cxcl14* mRNA levels in vehicle- and FGF-2–stimulated pericytes in the presence or absence of Control or Ahr-specific siRNA (*n =* 3 samples per group). (**K**) ChIP assay of AHR binding to the *Cxcl14* gene promoter. Nonimmune IgG and *Cxcl14* exon 2 regions served as controls (*n =* 3 samples per group). (**L**) Mechanistic diagram of the FGF-2/FGFR1/ERK/AHR/CXCL14 signaling pathway. **P < 0.01, ***P < 0.001 by unpaired 2-tailed Student’s *t* test (**C**–**E** and **K**) or 1-way ANOVA with Tukey’s multiple-comparison analysis (**F**, **H**, and **J**). Data are presented as mean ± SD.

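The 20 genes of Figure 4A were mostly somewhat higher in pericytes of FGF-2 tumors, with 19 higher means and 1 lower mean on the brightest probe sets. They are genes that the study selected for display from these arrays, so their direction is not independent evidence. Ccl11 was the 1 gene of the list that passed over all genes, and 4 passed when adjusted over the list alone, a list selected from the same arrays. Of these 4, Il18 did not pass over the 121 chemokine and cytokine genes (adjusted p = 0.0643). Ccl24, another eosinophil attractant, was 6.06 ± 0.24 in vector tumors and 6.76 ± 0.56 in FGF-2 tumors (log2 level, mean ± SD, n = 3 per group, log2 fold change 0.70, adjusted p = 0.237 from limma). The hyaluronan-binding gene Tnfaip6 and the cytokine genes Il16 and Il15 had log2 fold changes of 0.51, 0.42 and 0.41. Tnfsf4, the monocyte attractant Ccl8 and Xcl1 had 0.35, 0.34 and 0.31. Those of Ifna14, Il19, Cxcl12 and Ifna2 were 0.29, 0.24, 0.22 and 0.20. Those of Tnfaip2, Ccl6, Ccl25 and Il17f were 0.17, 0.15, 0.12 and 0.11. Csf2, the granulocyte-macrophage colony-stimulating factor gene, had a log2 fold change of -0.24 on the brighter of its 2 probe sets (adjusted p = 0.382 from limma) and 0.10 on the other. The list was higher by camera (adjusted p = 8.24e-08), but not with an estimated correlation (adjusted p = 0.105). Ccl6 had a log2 fold change of -0.04 without vector tumor replicate 3. From the array profile the paper carried Ccl11 and Cxcl14 into measurements on stimulated pericytes and fibroblasts (Figure 4, C and D). From those and the receptor of CCL11 it proposes CXCL14, and not CCL11, as the factor that acts on macrophages. It then treated macrophages with CXCL14 (Figure 5, A, B and I to K) and injected CXCL14 into pericyte-depleted tumors (Figure 6, F to H).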

**Figure 5:**
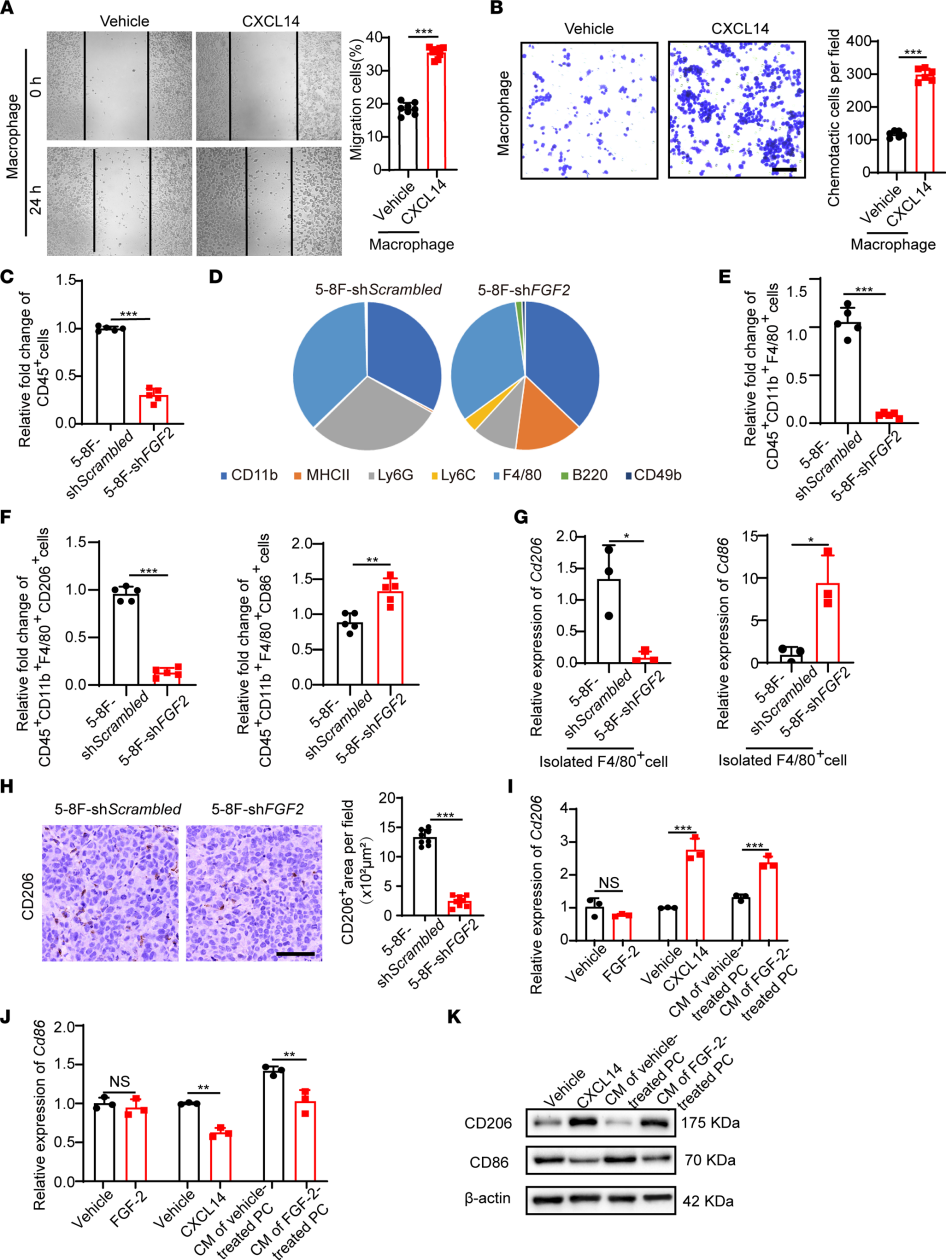
CXCL14 recruits, activates, and polarizes TAMs. (**A** and **B**) Mouse macrophage migration (*n =* 8 samples per group) and chemotactic ability (*n =* 6 samples per group) of macrophage treated with or without CXCL14. (**C**) Quantification of CD45^+^ cells in xenograft sh*Scrambled*- and sh*FGF2*-transfected NPC tumors (*n =* 5 samples per group). (**D**) Pie charts of percentage of various inflammatory cells in xenograft sh*Scrambled*- and sh*FGF2*-transfected NPC tumors (*n =* 5 samples per group). CD45^+^CD11b^+^F4/80^+^ macrophage population, CD45^+^MHCII^+^CD11b^+^CD11c^+^ DC population, CD45^+^CD11b^+^Ly6G^hi^Ly6C^int^ granulocytic subsets of myeloid-derived suppressor cell population, CD45^+^CD11b^+^Ly6G^–^Ly6C^+^ monocytic subsets of myeloid-derived suppressor cell population, CD45^+^B220^+^ B cell population, and CD45^+^CD11b^–^CD49b^+^ NK cell population were analyzed. (**E** and **F**) Quantification of CD45^+^CD11b^+^F4/80^+^ TAM population, CD45^+^CD11b^+^ F4/80^+^CD206^+^ M2-like TAM population, and CD45^+^CD11b^+^F4/80^+^CD86^+^ M1-like TAM population (*n =* 5 sample per group). (**G**) qPCR quantification of *CD206* and *CD86* mRNA levels in F4/80^+^ TAMs isolated from xenograft sh*Scrambled*- and sh*FGF2*-transfected NPC tumors (*n =* 3 samples per group). (**H**) Tumor tissues were stained with an anti-CD206 antibody (brown). Scale bar: 50 μm. Quantification of CD206^+^ signals (*n =* 8 random fields per group). (**I** and **J**) qPCR quantification of *CD206* and *CD86* mRNA levels in macrophages that were activated with FGF-2–treated pericyte conditioned medium or CXCL14. Vehicle- and FGF-2–stimulated macrophages serve as controls (*n =* 3 samples per group). (**K**) CXCL14- or FGF-2–treated pericyte conditioned medium–induced CD206 upregulation and CD86 downregulation in macrophages. β-Actin marks the loading level in each lane. These experiments were repeated twice. *P < 0.05, **P < 0.01, ***P < 0.001 by unpaired 2-tailed Student’s *t* test (**A**–**C** and **E**–**J**). Data are presented as mean ± SD.

**Figure 6:**
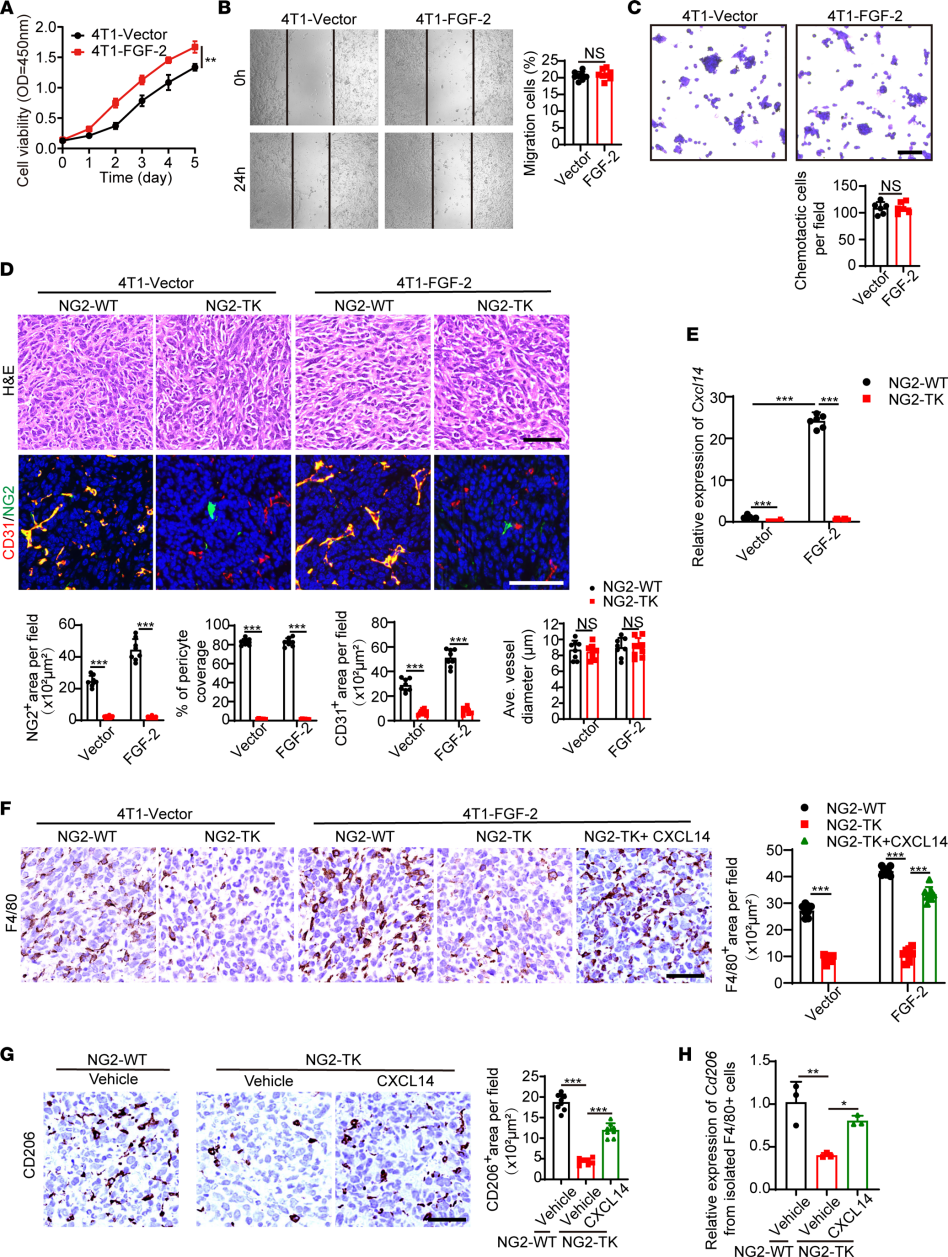
Genetic depletion of pericytes ablates CXCL14 and TAM infiltration in the TME. (**A**) Growth rates of 4T1-vector and 4T1–FGF-2–overexpressing tumor cells in vitro. (**B** and **C**) Cell migration (*n =* 8 samples per group) and chemotactic ability (*n =* 6 samples per group) of 4T1-vector and 4T1–FGF-2–overexpressing tumor cells. (**D**) Tumor-bearing WT and NG2-TK mice were administrated with ganciclovir when the tumor reached 0.5 cm^3^. H&E staining and immunofluorescence localization of CD31 (red), NG2 (green), and DAPI (blue) signals in 4T1-vector and 4T1-FGF-2–overexpressing tumor–bearing WT and NG2-TK mice (*n =* 6 mice per group). Scale bar in upper panel: 50 μm. Scale bar in lower panel: 100 μm. Quantification of CD31^+^ signals, NG2^+^ signals, pericyte coverage, and average vessel diameters (*n =* 8 random fields per group). (**E**) qPCR quantification of *Cxcl14* mRNA levels of 4T1-vector and 4T1–FGF-2–overexpressing tumor tissues from WT and NG2-TK mice (*n =* 6 mice per group). (**F**) F4/80 (brown) IHC in vector and FGF-2 tumor with or without NG2^+^ pericyte depletion and in CXCL14-administrated, NG2^+^ pericyte–depleted FGF-2 tumor (*n =* 6 mice per group). Scale bar: 50 μm. Quantification of F4/80^+^ signals (*n =* 8 random fields per group) (**G**) CD206 (brown) IHC in FGF-2 tumor with or without NG2^+^ pericyte depletion or CXCL14 administration (*n =* 6 mice per group). Scale bar: 50 μm. Quantification of CD206^+^ signals (*n =* 8 random fields per group) (**H**) qPCR quantification of *Cd206* mRNA levels in F4/80^+^ TAMs from various tumor groups (*n =* 3 samples per group). *P < 0.05, **P < 0.01, ***P < 0.001 by unpaired 2-tailed Student’s *t* test (**A**–**D**) or 1-way ANOVA with Tukey’s multiple-comparison analysis (**E**–**H**). Data are presented as mean ± SD.

**Figure 7:**
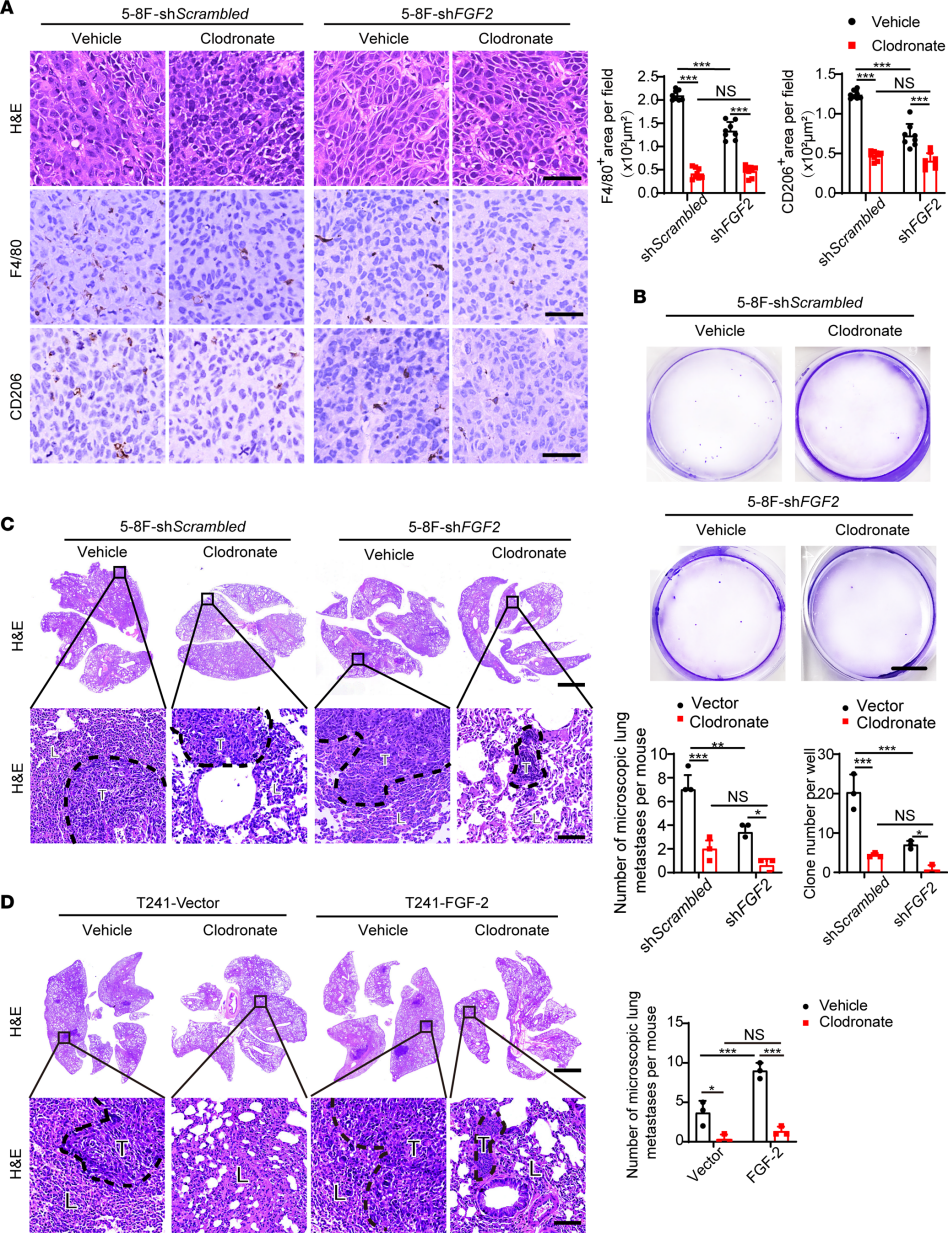
Pharmacological TAM depletion diminishes FGF-2–induced NPC metastasis. (**A**) Micrographs of H&E and IHC staining with F4/80 (brown) or CD206 (brown) in 5-8F sh*Scrambled* or 5-8F sh*FGF2* tumors implanted in clodronate-treated and nontreated mice. Scale bar: 50 μm. Quantification of F4/80^+^ and CD206^+^ signals (*n =* 8 random fields per group). (**B**) Micrographs of representative cell culture dishes after incubation with blood samples from 5-8F sh*Scrambled* or 5-8F sh*FGF2* tumor–bearing mice receiving vehicle or clodronate liposomes. Blue signal indicates the crystal violet-positive tumor colonies. Scale bar: 1 cm. (**C**) H&E staining in the lung from 5-8F sh*Scrambled* or 5-8F sh*FGF2* tumor–bearing mice. Scale bar in upper panel: 3 mm. Scale bar in lower panel: 100 μm. Quantification of total microscopic lung metastases and various sizes of metastases (*n =* 3 samples randomly chosen from 6 mice per group). (**D**) H&E staining in the lung from vector or FGF-2–overexpressing tumor–bearing mice. Scale bar in upper panel: 3 mm. Scale bar in lower panel: 100 μm. Quantification of total microscopic lung metastases and various sizes of metastases (*n =* 3 samples randomly chosen from 6 mice per group). **P < 0.01, ***P < 0.001 by 1-way ANOVA with Tukey’s multiple-comparison analysis (**A**–**D**). Data are presented as mean ± SD.

**Figure 8:**
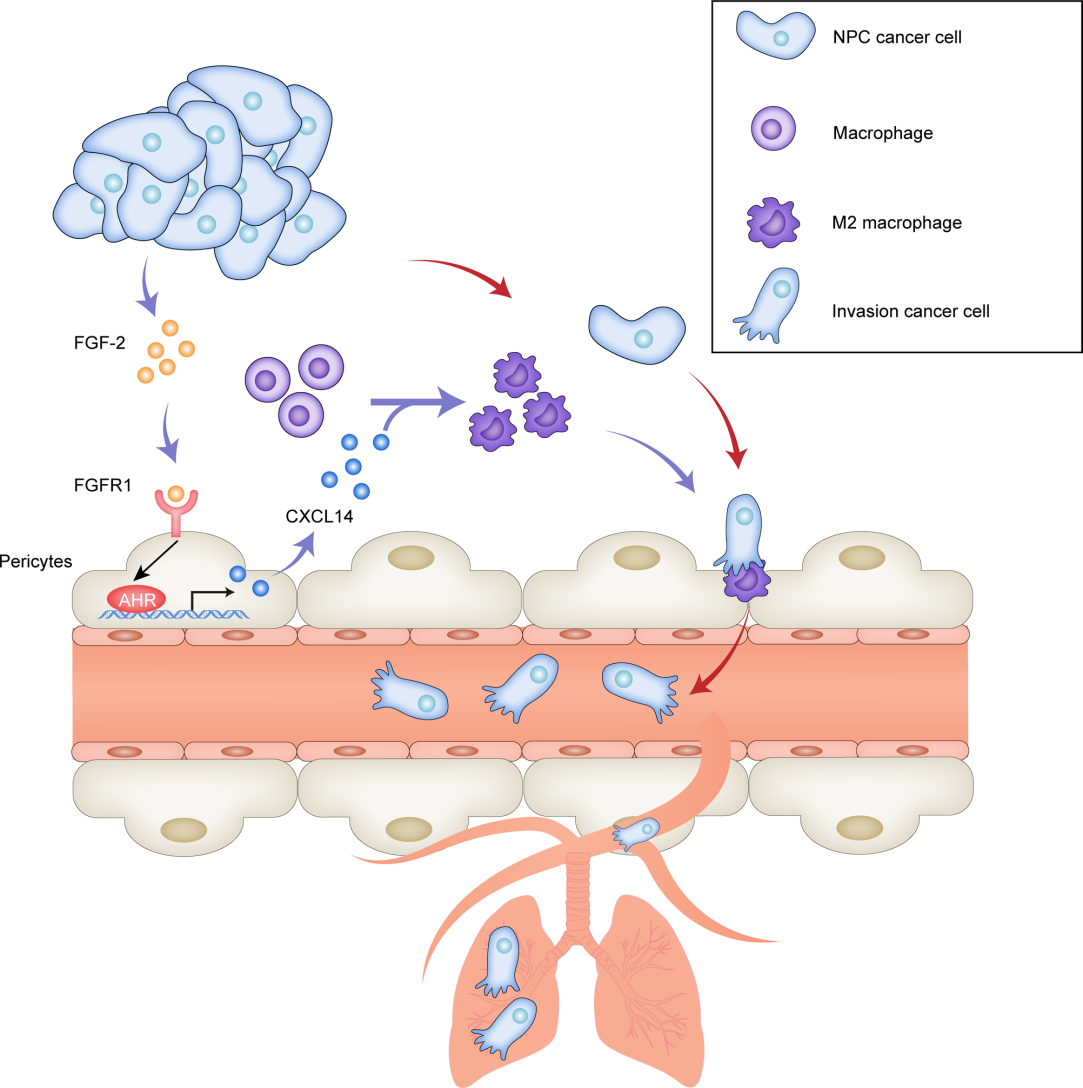
Schematic diagram of pericyte-associated FGF-2/FGFR1/AHR/CXCL14 axis recruits and polarizes TAMs in facilitating NPC metastasis. (**A**) NPC cancer cells often produce FGF-2, and FGF-2 primarily targets pericytes and fibroblasts. In FGF-2^+^ tumors, vascular-associated pericytes and CAFs express various inflammatory regulating cytokine/chemokines. Among them, CXCL14 is produced exclusively by pericytes through FGF-2/FGFR1/AHR signaling. CXCL14 signaling recruits and polarizes TAMs into an M2-like phenotype. M2-like TAMs facilitate tumor cell intravasation and pulmonary metastasis.

## Version 1 04/19/2022

In-Press Preview

## Version 2 05/23/2022

Electronic publication

How the deposited data were processed for this re-analysis (not part of the article)

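Gene expression was measured in NG2+EGFP− cells sorted by flow cytometry from T241 tumors in mice after collagenase digestion, with 3 samples from vector tumors and 3 from tumors that overexpressed FGF-2. Each sample was hybridized to 1 Affymetrix mouse gene array. Hybridization, scanning and normalization were done by a service laboratory, and Affymetrix Expression Console is named as the software, with no version and no summarization method. The values, as deposited by the authors, are log2 expression levels after normalization by that laboratory, with no background correction described in the paper's text. They run from 1.95 to 13.42, and the 6 arrays have nearly the same distribution, with medians from 4.93 to 5.01. Normalization was not repeated in the main comparison.

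Of the probe sets, 23521 carried 1 gene symbol, 1814 several and 8458 none in the annotation used here, and the latter 2 groups were left out of the gene comparisons. The 1082 genes with several probe sets were represented by the one with the highest mean. This gave 22180 genes, of which 21994 had an identifier found in the gene table of the mouse assembly GRCm38.p6, with 0 symbols that differed. That table served for names and gene types only, since the paper's text does not name the assembly behind the array annotation.

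FGF-2 tumor pericytes were compared with vector tumor pericytes in R 4.3.3 with limma 3.58.1 (linear model, moderated test with a constant prior variance, two-sided), and p values were adjusted by the Benjamini-Hochberg method over all 22180 genes. A gene was called risen or fallen at an adjusted p under 0.05. No replicate block was used, since the paper's text names no pairing of the array samples. Counts within a list were also adjusted over the list alone. Group means are given with the SD of 3 arrays, and a single gene's exact permutation test has 10 splits and a smallest p of 0.1.

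There were 31 gene lists: chemokine ligands, other cytokines, the genes of Figure 4A, FGF and ERK response genes, FGF receptors and ligands, AHR target genes, transcription factors, angiogenic factors, hypoxia response genes, interferon response genes, cell cycle genes, extracellular matrix genes, matrix proteases, macrophage polarization genes, markers of pericytes and smooth muscle, fibroblasts, endothelial cells, macrophages and monocytes, dendritic cells, neutrophils, T and NK cells, B cells, mast cells with basophils and eosinophils, skeletal muscle, adipocytes, keratinocytes, Schwann cells and glia, red cells and platelets, and genes of the tissue dissociation response, the mitochondrial genome and ribosomal proteins. The lists, the comparison, the alternatives and the rule for named genes were fixed before the data were examined. The paper's figures, which show the direction and rank of the genes of Figure 4, had been seen by then. Each list was tested against all other genes with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry beside it. The small nucleolar RNA genes, and the Snhg genes and Gas5 from among their host genes, were grouped by gene type and name after the values had been seen.

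Genes named are those that the paper names for these arrays, the 10 largest rises and 10 largest falls among genes that passed and whose groups do not overlap, up to 4 members of each list, and transcription factors with a larger positive log2 fold change than Ahr. Predicted genes and small nucleolar RNA genes with systematic names were counted but not named.

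The alternatives were the replicate number as a block, a further quantile normalization, centring each array on its median, tests restricted to genes above the median mean or with a mean log2 value of at least 5, the mean of a gene's probe sets, a trended and robust prior, array quality weights, the test of the methods section, all probe sets, and each array left out in turn. Counts at the dashed lines of Figure 4B (1.5-fold and p of 0.1) and Figure 4I (log2 fold change of 0.5 and p of 0.1) used the test of the methods section without adjustment.

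The comparison was tested on simulated data with the size of these arrays, limma's moderated spread for each gene and 200 changed genes. It recovered 23 of 50 genes changed by 0.58 on the log2 scale, 49 of 50 changed by 1 and 50 of 50 changed by 2, and 14 of its 186 calls were false. With no gene changed it made 1 call. The simulated noise was normal and independent between genes, so these counts need not hold for the real arrays. Cultured pericytes, fibroblasts and quantitative PCR have no values in the array data and were left out.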

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

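The tests on cell shares were chosen only after the results were seen.

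Outside the chemokine and cytokine genes that the paper profiles on these arrays, 227 genes rose in pericytes of FGF-2 tumors. Among the angiogenic factors 5 rose, Thbs2, Angpt1, Slit2, Sema3a and Efnb2, and the count was 3 without vector tumor replicate 1 or FGF-2 tumor replicate 1 or 2. That list also holds inhibitors of angiogenesis such as Thbs2, so its count gives no direction for angiogenesis. Among the matrix proteases 4 rose, Mmp2, Mmp8, Plat and Mmp3, and the count was 1 without FGF-2 tumor replicate 1 and 2 without FGF-2 tumor replicate 2.

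Of 44 extracellular matrix genes 17 rose, of 23 markers of pericytes and smooth muscle 6 and of 19 fibroblast markers 8 (camera adjusted p = 0.105, 0.106 and 0.105 with an estimated correlation), with 8, 3 and 4 without FGF-2 tumor replicate 1 and 10, 4 and 4 without FGF-2 tumor replicate 2. A lower share of the most abundant cell type alone is argued against, since it would raise the markers of all other cells alike, and the median log2 fold change of T cell, NK cell, B cell and neutrophil markers was -0.11 against 0.44 for pericyte and fibroblast markers. A higher share of mural cells and fibroblasts among the sorted cells may account for part of the rise and for Cxcl14, since Cxcl14 and the mean of those markers ordered 6 of 6 pairs of replicates within groups alike (Ccl11 6 and Ahr 4 of 6), which is a weak test with 3 replicates. The levels of Rgs5, Acta2 and Dcn in FGF-2 tumors were 11.05, 10.02 and 9.99, and 7 of the 19 fibroblast markers are also matrix genes. The sort on NG2 was meant to leave out cells that lack NG2. The macrophage genes Cd68, C1qb and Fcer1g had high signals in both groups, so the sorted cells appear to include macrophages. Their share, and so how pure the sort was, is not known. A change of expression within each cell stays open beside a higher share of mural cells and fibroblasts and was not tested in these arrays. The paper reports Ccl11 and Cxcl14 in isolated pericytes stimulated with FGF-2 (Figure 4, C and D).

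Small nucleolar RNA genes, which guide the modification of ribosomal RNA and mostly lie in introns of host genes, rose in 20 of 74 cases, with a median log2 fold change of 0.70 and none fallen. The Snhg host genes and Gas5 had a median of 0.054 over 15 genes, an upper quartile of 0.27 and none that passed in limma. As a group, the levels of these host RNAs did not rise as those of the small nucleolar RNA genes did. The arrays read RNA levels and not transcription, so they cannot decide whether these host genes were transcribed more. Other host genes were not grouped, and no host was matched to the small nucleolar RNA genes that rose, so higher transcription of other hosts stays open as well. Normalization between arrays cannot be told apart from a change in the cells, since the median was 0.69 at the lower of 2 further scalings but these moved the median of all genes by at most 0.014. The count was 4 without FGF-2 tumor replicate 1, 6 without replicate 2 and 10 without replicate 3, and 12 without vector tumor replicate 2. No difference in RNA yield or integrity between the groups was tested, and a biological change stays open.

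The 6 arrays can be divided 3 against 3 in 10 ways, which are too few for a share under 0.05, and in each count below 1 division, the real one, gave a number as large. Genome-wide the real division gave 291 genes and the highest other 0, for the chemokines and cytokines 4 and 0, and for list members 57 and 0. Counts at the dashed lines were 12 and 4, and list shifts by camera were 16 and 15, so that another division shifted almost as many lists.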

How the results depend on the processing

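No test or alternative here was chosen after the result was seen. Under every alternative that tests single genes, each of the 291 genes still tested kept its direction. For most alternatives this was fixed in advance, since the groups of these genes do not overlap. Only the further quantile normalization, the median centring and the mean of a gene's probe sets could have turned a direction. Without 1 array, changed genes numbered 75 (without FGF-2 tumor replicate 1) to 439 (without vector tumor replicate 3), with 181 and 183 without vector tumor replicates 1 and 2 and 100 and 177 without FGF-2 tumor replicates 2 and 3. Chemokines and cytokines numbered 1 (without FGF-2 tumor replicate 1 or 2) to 8 (without vector tumor replicate 3), with 2 without vector tumor replicate 2 or FGF-2 tumor replicate 3, and list members 23 to 74 (23 and 27 without FGF-2 tumor replicates 1 and 2). Array quality weights gave 554 genes and 7 chemokines and cytokines, and the test of the methods section, which estimates each gene's spread alone, gave 2, 0 and 1 list member, with Ccl11 (2.39) no longer passing. At an unadjusted p under 0.05 that test gave 2868 genes and 17 chemokines and cytokines, and limma 3241 and 28. With an estimated correlation 0 lists shifted (10 at an unadjusted p under 0.05), against 16 with the preset and 12 with fry. Of those 16, 5 did not pass with fry, and 1 further list did. The 5 were the interferon response and cell cycle genes and the markers of endothelial cells, dendritic cells, and Schwann cells and glia. Ccl11 ran from 2.29 to 2.50 and Cxcl14 from 0.78 to 1.22 with 1 array left out, Cxcl14 passing without FGF-2 tumor replicate 3 (adjusted p from 0.0456 to 0.254), and Ahr from 0.71 to 1.09, passing without vector tumor replicate 1 (0.0186 to 0.222), with a trended and robust prior (0.88) and with array quality weights (0.81). Genes that never passed changed sign: Nqo1 and Gp9 with array quality weights (0.021 and 0.084), and with 1 array left out Ccl6 (-0.043 to 0.39), Cyp1b1 (-0.047 to 0.46), Nqo1 (-0.31 to 0.032), Cpa3 (-0.25 to 1.21), Cidec (-0.0052 to 0.18), Itga2b (-0.063 to 0.20) and Gp9 (-0.19 to 0.17). The share of risen genes was 78.4%, 63.8% without vector tumor replicate 3, which had the lowest array weight (0.46), and 89.3% without FGF-2 tumor replicate 3. Apart from the smaller number of samples, the cause was not tested. The test of the methods section gives no list shift, and the counts at the dashed lines, which use it, have no value under the prior or the weights. No background level comes with the values, so weakly expressed genes were not told from absent ones, and differences of 0.58 on the log2 scale were recovered in 23 of 50 simulated genes.

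With the replicate number as a block, 494 genes and 11 chemokines and cytokines passed, and so did Cxcl14 (1.00, adjusted p = 0.0122) and Ahr (0.88, adjusted p = 0.0148). The paper's text pairs no samples, and 4 of 6 arrays correlated best with the array of their own number, a hint from the data and not from the design.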

Differences from the paper's values

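No test in this part was chosen after the result was seen. The log2 fold changes of Ccl11, Cxcl14 and Ahr read by eye from Fig. 4, B and I, lie within the replicate SD of the values here.

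The paper describes Cxcl14 and Ahr as upregulated, and not from the arrays alone. It reports Cxcl14 in stimulated pericytes (Figure 4D) and by quantitative PCR in NG2+ cells from T241 tumors (Figure 4E). For Ahr it reports expression in stimulated pericytes (Supplemental Figure 4E), quantitative PCR, knockdown and promoter binding (Figure 4, J and K). The values below concern the arrays only. Here Cxcl14 had a log2 fold change of 1.00 with an adjusted p of 0.0799 over all genes and Ahr 0.88 with 0.0583, so neither passed, while by the unadjusted test of the methods section both did (p = 0.0351 and 0.0206, permutation p of 0.1 for each). Cxcl14 passed without FGF-2 tumor replicate 3 (adjusted p = 0.0456, with a range up to 0.347 over its alternatives) and when adjusted over the chemokine and cytokine list alone (0.0341). Ahr passed with array quality weights (0.0361), with a trended and robust prior (0.0476) and without vector tumor replicate 1 (0.0186, with a range up to 0.306 over its alternatives). The fit with the replicate number is given with the alternatives above.

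The paper states that Ahr leads all predicted regulators of Cxcl14. Of 186 transcription factors measured here, Epas1 (1.27) and Snai2 (0.90) had a larger log2 fold change than Ahr (0.88), and Ahr had rank 3, or ranks 2 to 6 over the alternatives. The paper's text does not name the predicted regulators, so whether these 2 belong to them is not known.

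Figure 4A shows Csf2 as higher in FGF-2 tumor pericytes. Its brighter probe set had a log2 fold change of -0.24 and its dimmer one 0.10, which has the direction in the figure, and the mean of both gave -0.07. The other 19 genes of the figure have the direction shown there.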

Other observations

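The test on the digestion response was chosen only after the result was seen.

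Some matrix genes, which the paper does not discuss for these arrays, were among those that rose in pericytes of FGF-2 tumors. Of 44 extracellular matrix genes, 17 rose and none fell (30 rose when adjusted over the list alone), with a median log2 fold change of 0.73. Beside Lum and Dcn these included Postn, a matricellular protein (2.21, adjusted p = 0.0264 from limma), and Thbs2, an inhibitor of angiogenesis (2.17, adjusted p = 0.00349). The list was higher by camera (adjusted p = 3.29e-26), and not with an estimated correlation (adjusted p = 0.105). Of 23 matrix proteases, 4 rose, the gelatinase gene Mmp2 (1.82), Mmp8 (1.42), the plasminogen activator gene Plat (1.28) and the stromelysin gene Mmp3 (1.08), with 11 adjusted over the list alone (median 0.43, camera adjusted p = 6.77e-10, and 0.106 with an estimated correlation). Of 24 angiogenic factors, 5 rose and 2 fell (7 and 2 when adjusted over the list alone), with the vessel-stabilizing Angpt1 at 1.49 and the guidance cue Slit2 at 1.44 (camera adjusted p = 0.000205, 0.106 with an estimated correlation and 0.309 over genes above the median mean). This list holds both promoters and inhibitors of angiogenesis, Thbs2 among the latter. Of 16 hypoxia response genes, Adm and the mitophagy gene Bnip3 (-0.64) fell and 14 did not pass (5 fell when adjusted over the list alone, median -0.25, camera adjusted p = 7.46e-06, and 0.117 with an estimated correlation), and Egln3 and Ero1a had -0.76 and -0.61. Without FGF-2 tumor replicate 1 the matrix list had 8 risen genes, the proteases 1, the angiogenic factors 3 risen and 0 fallen and the hypoxia genes 0 fallen. Without FGF-2 tumor replicate 2 these were 10, 2, 3 and 0, and again 0, and without vector tumor replicate 1 the angiogenic factors had 3 risen and 1 fallen. The count of fallen angiogenic factors was also 1 without vector tumor replicate 2 or FGF-2 tumor replicate 3, and that of fallen hypoxia genes was 1 without vector tumor replicate 1 or 3 or FGF-2 tumor replicate 3. Thbs2, Angpt1 and Mmp8 passed whichever array was left out. Plat did not pass without FGF-2 tumor replicate 1 (0.0539), Mmp2 without FGF-2 tumor replicate 1 or 2 (0.0635 at most), and Postn and Mmp3 without vector tumor replicate 1 or any 1 of the FGF-2 arrays (0.128 and 0.152 at most). Slit2 did not pass without vector tumor replicate 1 or 3 or FGF-2 tumor replicate 1 or 2 (0.158 at most), and Bnip3 passed only without vector tumor replicate 2 (0.187 at most).

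Of 17 FGF receptors and ligands none passed in limma (1 at an unadjusted p under 0.05, none by the test of the methods section), and Fgfr1 was 7.54 in vector tumors and 7.69 in FGF-2 tumors. Of 23 FGF and ERK response genes none passed (5 at an unadjusted p under 0.05 from limma and 4 by the test of the methods section), or 1 rose and 2 fell when adjusted over the list alone. Over all genes, 1 rose and 1 fell without vector tumor replicate 2, and 1 fell with the replicate number as a block, with a trended and robust prior and with array quality weights. Egr1 had a log2 fold change of -1.13, Spry1 0.67 and Ccnd1 -0.42. Of 11 AHR target genes none passed in limma and none had an unadjusted p under 0.05 by either test, with Serpinb2 at -0.37, Lrat at 0.26, Cyp1b1 at 0.22 (-0.047 without vector tumor replicate 3) and a median of 0.06. Camera gave these lists adjusted p values of 0.498, 0.213 and 0.643. Only 2 of the 11 AHR target genes and 5 of the 17 FGF receptors and ligands had a mean log2 value of at least 5. The lack of a call therefore says little about the weakly expressed members of these lists.

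Of 18 macrophage polarization genes, Chil3 rose and none fell (2 rose and 2 fell when adjusted over the list alone, and 2 fell without vector tumor replicate 3 and with array quality weights), while the mannose receptor gene Mrc1, which encodes CD206, had 11.98 in vector tumors and 12.43 in FGF-2 tumors (adjusted p = 0.0894), and Nos2 a log2 fold change of -1.15 (adjusted p = 0.0596). Of 16 markers of mast cells, basophils and eosinophils, Ccr3, the receptor of CCL11, rose by 1.42 (adjusted p = 0.0429, and 0.0522 after a further quantile normalization), which passed without vector tumor replicate 1 but failed when any other array was left out (0.188 at most). Of 10 adipocyte markers Fabp4 rose by 1.11. None of 29 cell cycle genes (8 at an unadjusted p under 0.05 from limma, 6 by the test of the methods section, 5 risen when adjusted over the list alone), 28 interferon response genes (4 and 1) and 11 dendritic cell markers (5 and 1, with 2 fallen when adjusted over the list alone) passed, with medians of 0.20, -0.23 and -0.15 and camera adjusted p values of 6.06e-06, 0.00633 and 0.00633 (0.521, 0.684 and 0.185 with an estimated correlation). Without vector tumor replicate 3, 2 cell cycle genes rose and 1 interferon response gene and 1 dendritic cell marker fell, as with array quality weights, and with a trended and robust prior 1 cell cycle gene rose. The 9 Schwann cell and glia markers (2 and 0) had -0.12 (camera adjusted p = 0.0470, 0.521 with an estimated correlation and 0.148 over genes above the median mean), and the 9 B cell markers -0.22 (0.00367, and 0.179 with an estimated correlation). None of 17 skeletal muscle markers (2 and 0), 11 keratinocyte markers (0 and 0), 5 red cell and platelet markers (0 and 0), 10 mitochondrial genes (1 and 3) and 24 ribosomal protein genes (0 and 1) passed in limma, and camera called none of these lists, apart from the mitochondrial genes with a trended and robust prior.

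Of 21 genes of the tissue dissociation response, the heat shock genes Hspa1b (-1.44) and Hspa1a (-1.07) and Fos fell, or 10 when adjusted over the list alone, and 20 of 21 had a lower mean in FGF-2 tumors. The median log2 fold change was -0.41 (camera adjusted p = 2.56e-10, 0.117 with an estimated correlation, and 0.0204 from fry). A weaker response to digestion in those samples may account for this fall. It cannot be told apart from a response in the tumor, since all samples were digested before sorting and the list tests do not separate these explanations. Hspa1b and Hspa1a passed whichever array was left out, and 2 genes of the list passed without vector tumor replicate 1 or without any 1 of the FGF-2 arrays.

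At the dashed lines of Figure 4B, 4 of 121 chemokines and cytokines were higher and 8 lower, and at those of Figure 4I, 5 of 186 transcription factors were higher and 7 lower. The former were 5 and 4 without vector tumor replicate 1, 3 and 5 without vector tumor replicate 2, 2 and 9 without vector tumor replicate 3, 2 and 6 without FGF-2 tumor replicate 1, and 4 and 4 without FGF-2 tumor replicate 3. The latter were 3 and 6 without vector tumor replicate 1 and 3 and 7 without FGF-2 tumor replicate 3.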
